# Anti-inflammatory microRNA-146a protects mice from diet-induced metabolic disease

**DOI:** 10.1371/journal.pgen.1007970

**Published:** 2019-02-15

**Authors:** Marah C. Runtsch, Morgan C. Nelson, Soh-Hyun Lee, Warren Voth, Margaret Alexander, Ruozhen Hu, Jared Wallace, Charisse Petersen, Vanja Panic, Claudio J. Villanueva, Kimberley J. Evason, Kaylyn M. Bauer, Timothy Mosbruger, Sihem Boudina, Mary Bronner, June L. Round, Micah J. Drummond, Ryan M. O’Connell

## Abstract

Identifying regulatory mechanisms that influence inflammation in metabolic tissues is critical for developing novel metabolic disease treatments. Here, we investigated the role of microRNA-146a (miR-146a) during diet-induced obesity in mice. miR-146a is reduced in obese and type 2 diabetic patients and our results reveal that miR-146a-/- mice fed a high-fat diet (HFD) have exaggerated weight gain, increased adiposity, hepatosteatosis, and dysregulated blood glucose levels compared to wild-type controls. Pro-inflammatory genes and NF-κB activation increase in miR-146a-/- mice, indicating a role for this miRNA in regulating inflammatory pathways. RNA-sequencing of adipose tissue macrophages demonstrated a role for miR-146a in regulating both inflammation and cellular metabolism, including the mTOR pathway, during obesity. Further, we demonstrate that miR-146a regulates inflammation, cellular respiration and glycolysis in macrophages through a mechanism involving its direct target *Traf6*. Finally, we found that administration of rapamycin, an inhibitor of mTOR, was able to rescue the obesity phenotype in miR-146a-/- mice. Altogether, our study provides evidence that miR-146a represses inflammation and diet-induced obesity and regulates metabolic processes at the cellular and organismal levels, demonstrating how the combination of diet and miRNA genetics influences obesity and diabetic phenotypes.

## Author summary

Obesity and metabolic disease are on the rise throughout the world, creating a need for research into the interaction between diet and genetics. It is known that chronic inflammation contributes to obesity, but it is not well understood how inflammation and inflammatory genes are controlled to prevent obesity. Here we found that a specific microRNA, miR-146a, controls inflammation and prevents obesity onset when mice are fed a high-fat diet. In the absence of miR-146a, mice become obese and develop diabetic symptoms in a diet-dependent manner. We found that miR-146a is highly expressed in immune cells and regulates the inflammatory function of macrophages within fat tissue. Within macrophages, we identified metabolic pathways regulated by miR-146a that could contribute to its protective role during DIO, and show that blockade of mTOR using rapamycin could reverse the obesity phenotype in miR-146a-/- mice. Human studies have previously shown that miR-146a expression is decreased in obese and diabetic patients, and our work suggests that miR-146a is mechanistically involved in the development of obesity and therefore can be a potential therapeutic target. Taken together, our work demonstrates that miRNA genetics and lifestyle are both important, contributing factors to diet-induced metabolic disease.

## Introduction

Obesity incidence has reached epidemic rates in recent years, now affecting over one-third of the adult population in the United States and rising in incidence around the world [1]. Obesity and its comorbidities, including diabetes, heart disease, stroke, cancer, and infections, account for the second leading cause of preventable death in the United States, placing a large burden on the healthcare system and diminishing the health and life expectancy of affected individuals [2, 3]. Chronic, low-grade inflammation and metabolic dysregulation are at the center of obesity pathogenesis and progression, but the mechanisms underlying this dysregulation are not fully understood. Insights into how inflammation and metabolism contribute to obesity could aid in developing therapies and combating further spread of this condition.

Among regulators of metabolic pathways and inflammation are microRNAs (miRNAs). miRNAs are ~22 nucleotide noncoding RNAs that post-transcriptionally regulate mRNA targets, thus inhibiting protein expression. Roles for miRNAs in inflammation and immunity have been widely studied, and many particular miRNAs are essential for proper immune system function [4–6]. One such miRNA, miR-146a, is induced during inflammatory responses and acts to dampen inflammation in multiple contexts, including cancer [7–9], autoimmunity [10, 11], immunization [12], and intestinal homeostasis [13]. Importantly, miR-146a has been shown to function in human adipose tissue during inflammation [14], and its expression is reduced in obese and type 2 diabetic (T2D) patients [15–19], suggesting a role for miR-146a in obesity.

Here, we show that genetic deletion of miR-146a in mice results in obesity, fatty liver disease, and dysregulated glucose levels during diet-induced obesity (DIO). These mice exhibit elevated inflammation in metabolic tissues both before and during metabolic disease. We found that miR-146a is expressed within adipose tissue and regulates the accumulation of inflammatory foci that resemble crown-like structures during a high-fat diet (HFD). Further, miR-146a is highly expressed in the stromal vascular fraction (SVF) of the adipose tissue, suggesting a role for miR-146a within immune cells within this compartment. RNA-sequencing analysis revealed that miR-146a regulates not only inflammatory pathways, but also metabolic pathways including mTOR in adipose tissue macrophages (ATMs), a role not previously identified. Further assessment found that miR-146a regulates both the inflammatory response and metabolic state of macrophages through a mechanism involving repression of its target, *Traf6*. Finally, we found that inhibition of mTOR using rapamycin was able to reverse the obesity phenotype in miR-146a-/- mice. Altogether, these data indicate that miR-146a functions to limit diet-induced metabolic disease in mice.

## Results

### miR-146a limits obesity during a high fat diet

In order to study the role of miR-146a in obesity and metabolic disease, we fed miR-146a-/- and C57BL/6 WT mice HFD. Over time, miR-146a-/- mice gained significantly more body weight than WT controls as a measure of percent initial weight (Fig 1a, S1a Fig) as well as weight in grams (Fig 1b). NMR body composition analysis revealed that miR-146a-/- mice gained significantly more body fat than WT mice, with a body composition of ~40% body fat by week 12 of the HFD compared to ~20% fat for WT (Fig 1c). We observed no significant difference in weight gain or fat accumulation between WT and miR-146a-/- mice fed a normal chow diet (NCD) (S1b–S1d Fig). Further indicative of obesity and metabolic dysregulation, miR-146a-/- mice on HFD developed elevated serum Leptin protein levels (S1e Fig). Increased weight gain was seen in both male and female miR-146a-/- mice (S1f Fig). To account for possible colony-specific microbiota differences and as further confirmation, miR-146a-/- mice from Jackson Labs also showed increased weight gain compared to WT Jackson C57BL/6 controls (S1g and S1h Fig). The significant weight and fat gain by miR-146a-/- HFD mice was not caused by an increase in food consumption, as the groups had similar food intake over the course of the diet (Fig 1d and S1i Fig).

**Fig 1:**
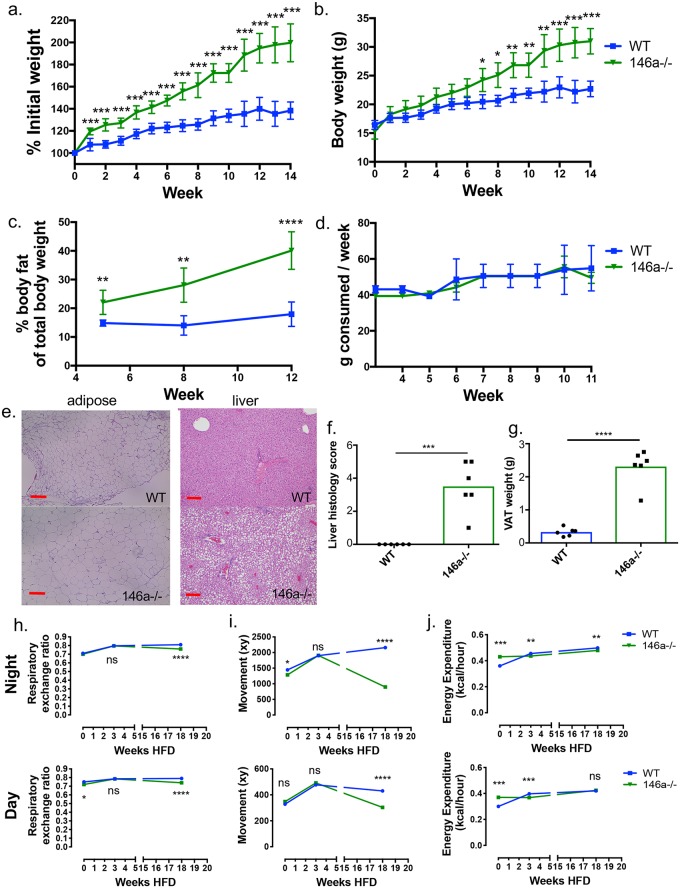
miR-146a protects against weight and fat gain and liver steatosis during diet-induced obesity. (A) C57BL/6 WT and miR-146a-/- mice were placed on HFD. Measure of percent weight over time of WT (blue) and miR-146a-/- mice (green), based on initial weight. (B) Body weight (g) of WT and miR-146a-/- mice over time. (C) Percent body fat of WT and miR-146a-/- at time points 5, 8, and 12 weeks HFD. (D) Amount of chow consumed per mouse each week over time of diet. (E) H&E staining of representative sections of VAT (left) and liver (right) at week 14 of diet treatment. miR-146a-/- VAT is hypertrophied and liver has severe steatosis compared to WT. 10x magnification; red line indicates 200 μm. (F) Histology scores of H&E stained liver tissues, measuring steatosis and inflammatory foci within livers at 14 weeks HFD. (G) Weight of VAT at 14 weeks HFD. (H) Average respiratory exchange ratio of mice on HFD for 0, 3, or 18 weeks, calculated by V_O2_ and V_CO2_ max levels, measured at day and night. (I) Average XY movement of mice, measured at day and night. (J) Average energy expenditure by mice in kcal/hour, measured at day and night. Data are shown as mean ± SEM (n = 6), 5 repeats were performed for the HFD experiments assessing weight gain and adiposity. p-value was calculated using two-tailed Student’s t-test. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. See also S1 Fig.

Upon histological examination of the adipose tissue, miR-146a-/- mice fed HFD displayed varying degrees of hypertrophied adipocytes compared to WT mice [20] (Fig 1e, left). Liver histological analysis showed steatosis in miR-146a-/- HFD mice that was not apparent in WT mice (Fig 1e, right). Further, liver histology scores, which measure portal inflammation and steatosis as previously outlined [21], revealed that miR-146a-/- HFD mice had significantly increased liver histology scores compared with WT controls (Fig 1f), indicating miR-146a-/- HFD mice have worsened metabolic disease in the liver. Visceral white adipose tissue (VAT) pads from miR-146a-/- mice on HFD weighed significantly more than WT VAT pads (Fig 1g).

Mice were placed in metabolic chambers at 0, 3, or 18 weeks during HFD to measure phenotypic parameters before and during onset of obesity. At 18 weeks HFD, miR-146a-/- mice showed a decreased respiratory exchange ratio compared with WT mice, while minimal differences were observed at earlier time points (Fig 1h), indicating that miR-146a-/- mice began using more fat for energy later in the time course. No difference in movement was observed at 0 or 3 weeks HFD, but by 18 weeks HFD miR-146a-/- mice displayed significantly decreased movement compared to WT controls likely a result of their increased adiposity and weight gain (Fig 1i). Although subtle, altered energy expenditure further suggested metabolic dysregulation (Fig 1j).

To determine whether brown adipose tissue (BAT) played a role, we removed BAT from young, untreated animals and determined gene expression for BAT activation genes (S2a Fig), lipogenesis genes (S2b Fig), and inflammatory immune genes (S2c Fig). We did not find significant differences between WT and miR-146a-/- BAT tissue in terms of gene expression, while the removed BAT tissue weighed the same between the two groups (S2d Fig). We also determined that miR-146a was expressed in BAT tissue from WT mice and absent in BAT from miR-146a-/- mice (S2e Fig). Following HFD, we again assessed expression of relevant genes and saw no significant differences between WT and miR-146a-/- (S2f Fig). These data suggest that mouse BAT function is not playing a major role in the phenotype. Taken together, these data indicate that the combination of a miR-146a deficiency and HFD work together to exacerbate weight gain and metabolic disease in this model of DIO.

### miR-146a protects mice from hyperglycemia during HFD

Obesity is closely associated with glucose dysregulation, and recent reports found decreased miR-146a levels in PBMCs and serum of patients with T2D [15, 16, 18]. Thus, we examined glucose homeostasis in miR-146a-/- mice during DIO. miR-146a-/- mice fed HFD displayed higher blood glucose during glucose tolerance tests (GTTs) than WT controls, or than either group on NCD (S3a and S3b Fig). GTTs were performed on fasted WT and miR-146a-/- mice at 0, 3, or 18 weeks HFD to determine if glucose phenotypes precede or succeed obesity in miR-146a-/- mice. Results indicate little difference between WT and miR-146a-/- mice in blood glucose at 0 and 3 weeks of HFD (Fig 2a and 2b). However, after 18 weeks, miR-146a-/- mice had significantly higher blood glucose levels than WT mice at resting and during GTT, with an increase in the GTT area under the curve (Fig 2a and 2b). These data indicate that miR-146a-/- mice are glucose tolerant when on NCD and during early stages of DIO but lose the ability to properly regulate glucose after adiposity has begun.

**Fig 2:**
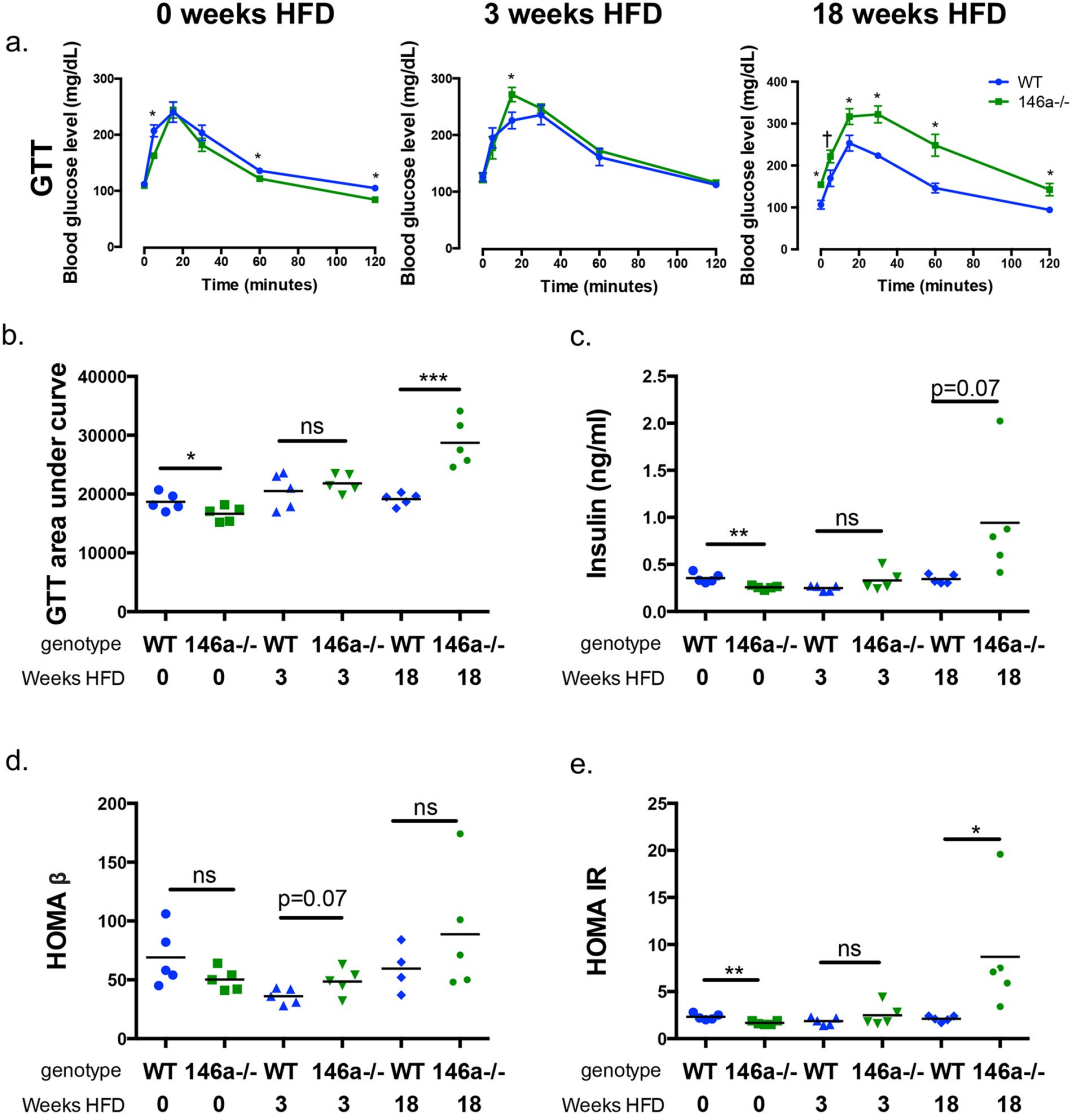
miR-146a is required for protection from a diabetic phenotype during diet-induced obesity. All measurements were performed in WT (blue) and miR-146a-/- (green) mice at 0, 3, and 18 weeks HFD. (A) GTTs measuring blood glucose levels, following injection of glucose at 0 minutes and measured over time for 120 minutes. (B) Area under curve of GTTs. (C) Serum insulin levels, measured via ELISA. (D) HOMA-β levels, measuring beta cell function. (E) HOMA-IR levels, measuring insulin resistance. Data are shown as mean ± SEM (a) or as individual mice (b-e) (n = 5). p-value was calculated using two-tailed Student’s t-test. *p<0.05; **p<0.01; ***p<0.001; ns = not significant. See also S3 Fig.

miR-146a-/- and WT mice had comparable fasting serum insulin levels at 0 and 3 weeks HFD, yet miR-146a-/- mice had notably higher levels of serum insulin at 18 weeks HFD (Fig 2c), revealing that miR-146a-/- mice still make insulin. Increased insulin levels can indicate insulin resistance, as hyperinsulinemia is a common symptom in T2D patients [22]. HOMA-β and HOMA-IR, which are based on fasting blood glucose and insulin levels and measure pancreatic beta cell function and insulin resistance, respectively, were calculated. Consistent with our observation that miR-146a-/- mice can still produce insulin, we saw no difference in HOMA-β function between WT and miR-146a-/- mice (Fig 2d); additionally, pancreatic architecture of HFD-fed WT and miR-146a-/- mice appeared normal upon H&E staining (S3c Fig). On the other hand, HOMA-IR was increased in the miR-146a-/- HFD group at 18 weeks, demonstrating that miR-146a-/- mice develop insulin resistance following DIO (Fig 2e). Taken together, these data show that miR-146a is required in mice to prevent development of a T2D phenotype during DIO.

### miR-146a constrains inflammation in metabolic tissues during NCD and HFD

miR-146a has previously been shown to reduce inflammation in several contexts [7,14]; therefore, we hypothesized that it may regulate inflammatory gene expression within metabolic tissues, including VAT and liver. To determine whether gene expression changes were due to HFD, inflammatory gene expression was measured via qPCR in VAT and liver tissue from WT and miR-146a-/- mice on NCD or HFD. Prior to HFD, miR-146a-/- mice had increased pro-inflammatory gene expression in VAT (Fig 3a) and liver (Fig 3d) compared to WT controls. These differences were also observed in miR-146a-/- controls on NCD for 14 weeks, where inflammatory and fatty acid transporter genes were higher in miR-146a-/- adipose tissue (Fig 3b) and liver (Fig 3e). In miR-146a-/- mice fed HFD for 14 weeks, we observed greater increases in a variety of inflammatory genes (Fig 3c and 3f) from miR-146a-/- compared with WT mice. Additionally, VAT from miR-146a-/- mice had increased NFκB activation, as measured by phosphorylated IKBα which serves as a surrogate for measuring NF-κB activation [23], and this was further increased by HFD (Fig 3g). These data indicate that inflammation in miR-146a-/- metabolic tissues occurs in the absence of HFD and likely predisposes mice to obesity and glucose dysregulation in response to elevated fat in the diet. DIO further activates inflammation in miR-146a-/- mice, as the fold change in pro-inflammatory gene expression was further increased during HFD.

**Fig 3:**
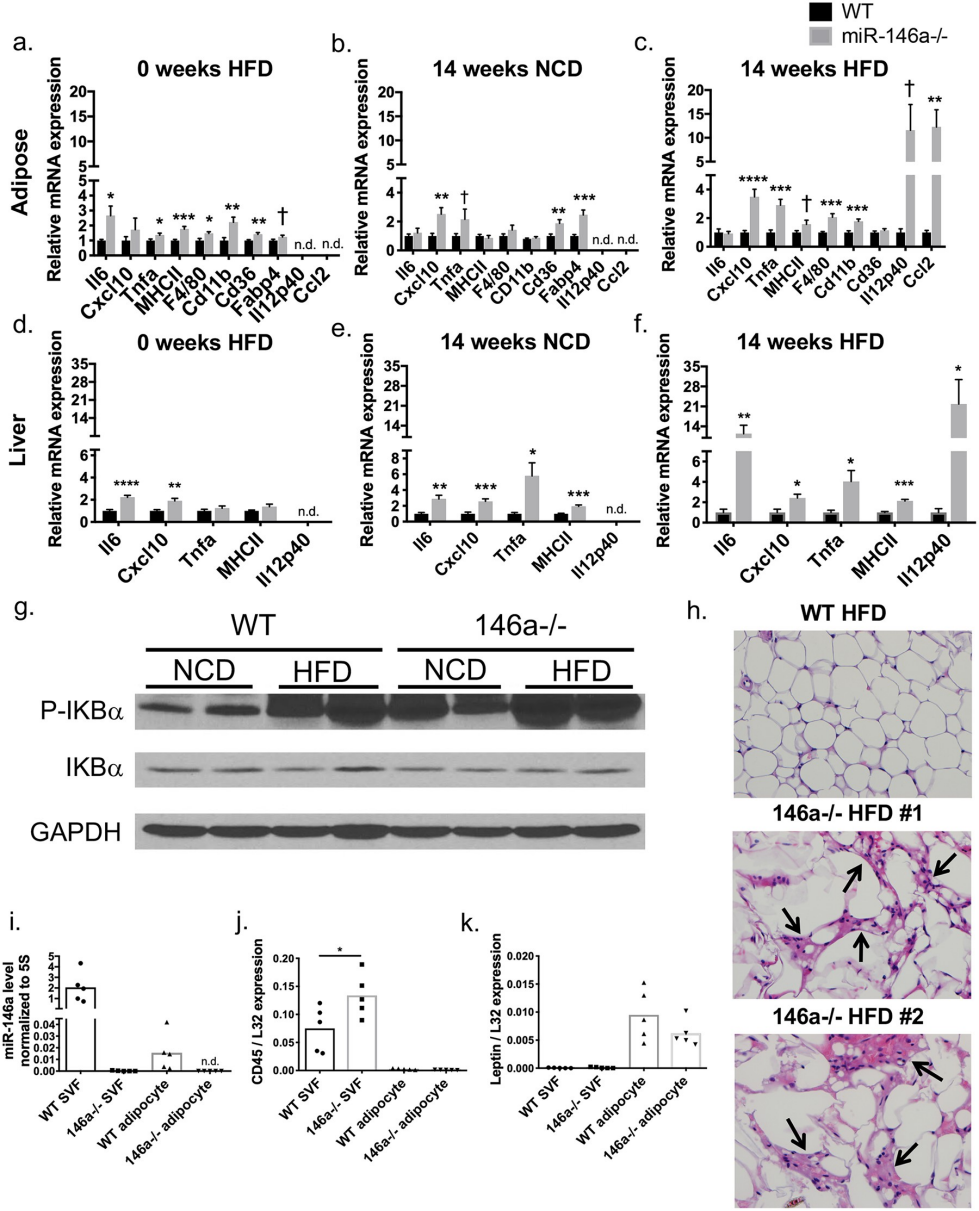
miR-146a constrains inflammation and is expressed in adipose tissue. (A-C) qRT-PCR expression levels of various mRNAs (shown on x axis) measured in WT (black) or miR-146a (grey) mice in whole VAT at (A) 0 weeks HFD; (B) 14 weeks on NCD; and (C) 14 weeks on HFD. (D-F) qRT-PCR expression levels of various mRNAs (shown on x axis) measured in WT or miR-146a mice in liver at (D) 0 weeks HFD; (E) 14 weeks on NCD; and (F) 14 weeks on HFD. (G) Western blot for P-IKBa, total IKBa, and GAPDH in lysates of whole VAT collected from 20-week old WT or miR-146a-/- mice fed NCD or HFD. (H) H&E staining of VAT of WT and miR-146a-/- mice fed HFD for 18 weeks. Black arrows indicate areas of inflammation. Two representative examples from miR-146a-/- VAT are shown, with one representative WT mouse; 400x magnification. (I) Mature miR-146a expression relative to 5s rRNA, measured in the SVF and adipocyte fraction of WT and miR-146a-/- mice fed NCD. (J-K) *Ptprc* (CD45) and Leptin expression levels, relative to *L32*, were measured as controls for fractionation purity. Samples were normalized by setting WT expression to 1. Data are shown as mean ± SEM (a-f) (n = 10) or as individual mice (h-k) (n = 5); lysates from individual mice (g) (n = 2). p-value was calculated using two-tailed Student’s t-test. *p<0.05; **p<0.01; ***p<0.001; ns = not significant. See also S4 Fig.

Blinded histological examination of H&E-stained VAT revealed greater accumulation of inflammatory foci resembling crown-like structures in miR-146a-/- than in WT mice following HFD (Fig 3h), indicating increased immune cell activation in VAT during DIO. miR-146a has known roles within immune cells, and immune cells in VAT cause inflammation that drives metabolic disease; thus, we hypothesized that the absence of miR-146a from immune cells may exacerbates metabolic disease. To assess expression of miR-146a within certain adipose-associated cell types, we separated the SVF, which contains ATMs, fibroblasts, preadipocytes, and other leukocytes, from the adipocyte fraction of WT and miR-146a-/- VAT. qPCR was performed on RNA from these fractions, revealing mature miR-146a more highly expressed in SVF than in the adipocyte fraction of WT mice as hypothesized (Fig 3i). As a control, we measured mature miR-146a in the SVF and adipocyte fractions of miR-146a-/- samples where it was not detected (Fig 3i). Specific expression of *Ptprc* (CD45) in the SVF and *Leptin* in the adipocyte fraction ensured proper separation of these fractions (Fig 3j and 3k). These results indicate that miR-146a is more abundant within the SVF of VAT than adipocytes, suggesting that miR-146a exerts its regulatory function within adipose tissue immune cells. However, miR-146a might also be expressed and function in adipocyte progenitors or other non-immune cells and this could also contribute to the observed phenotypes.

### Exaggerated obesity and hyperglycemia in miR-146a-/- mice is not miR-155 dependent

We previously showed that some age-related chronic inflammatory phenotypes exhibited by loss of miR-146a are dependent upon miR-155, an inflammation-promoting miRNA [8, 10] whose deletion in mice has been shown to reduce DIO [24]. We thus wanted to assess whether the metabolic disease and inflammatory phenotypes in miR-146a-/- mice during DIO were also dependent on miR-155. To test this, we fed HFD to WT, miR-155-/-, miR-146a-/-, and miR-155-/- miR-146a-/- (double knockout or DKO) mice for a period of 12 weeks and measured weight gain over time. miR-155-/- and WT mice gained similar weight in response to HFD, while miR-146a-/- and DKO mice both gained significantly more weight than either WT or miR-155-/- (S4a and S4b Fig). Fasting blood glucose followed this pattern, with DKO and 146a-/- mice having similar levels to each other, both higher than WT or miR-155-/- (S4c Fig). Further, miR-146a-/- and DKO mice had larger VAT pads (S4d Fig), a higher percent body fat (S4e Fig), and reduced lean body composition (S4f Fig) compared to WT or miR-155-/- mice. As evidenced by DKO mice showing no significant differences from the miR-146a-/- mice, these results demonstrate that miR-155 does not play a significant role in driving the obesity and metabolic disease phenotypes observed in miR-146a-/- mice on HFD.

### Enhanced inflammatory and mTOR/AKT gene expression by ATMs from miR-146a-/- mice on HFD

Because macrophage hallmark genes are at higher levels in VAT of miR-146a-/- mice fed HFD (Fig 3a–3c and 3h), and macrophages have been shown to regulate metabolic disease in adipose tissue [25], we next determined which genes and pathways are affected by miR-146a in ATMs. To identify the genes regulated by miR-146a in adipose tissue *in vivo*, we isolated ATMs from adult WT and miR-146a-/- mice fed NCD or HFD. VAT was digested, and CD45+ CD11b+ F4/80+ cells were sorted using fluorescence activated cell sorting (FACS). A comparable proportion of macrophages was sorted from NCD animals of both genotypes, while a trending increase in ATM percentage was measured in miR-146a-/- mice on HFD compared to WT controls (Fig 4a and S5a Fig). The total number of macrophages sorted was marginally increased in miR-146a-/- compared to WT mice on NCD, but not different between mice on HFD (S5b Fig). We also measured VAT B and T cells and saw no difference between the genotypes (S5c Fig).

**Fig 4:**
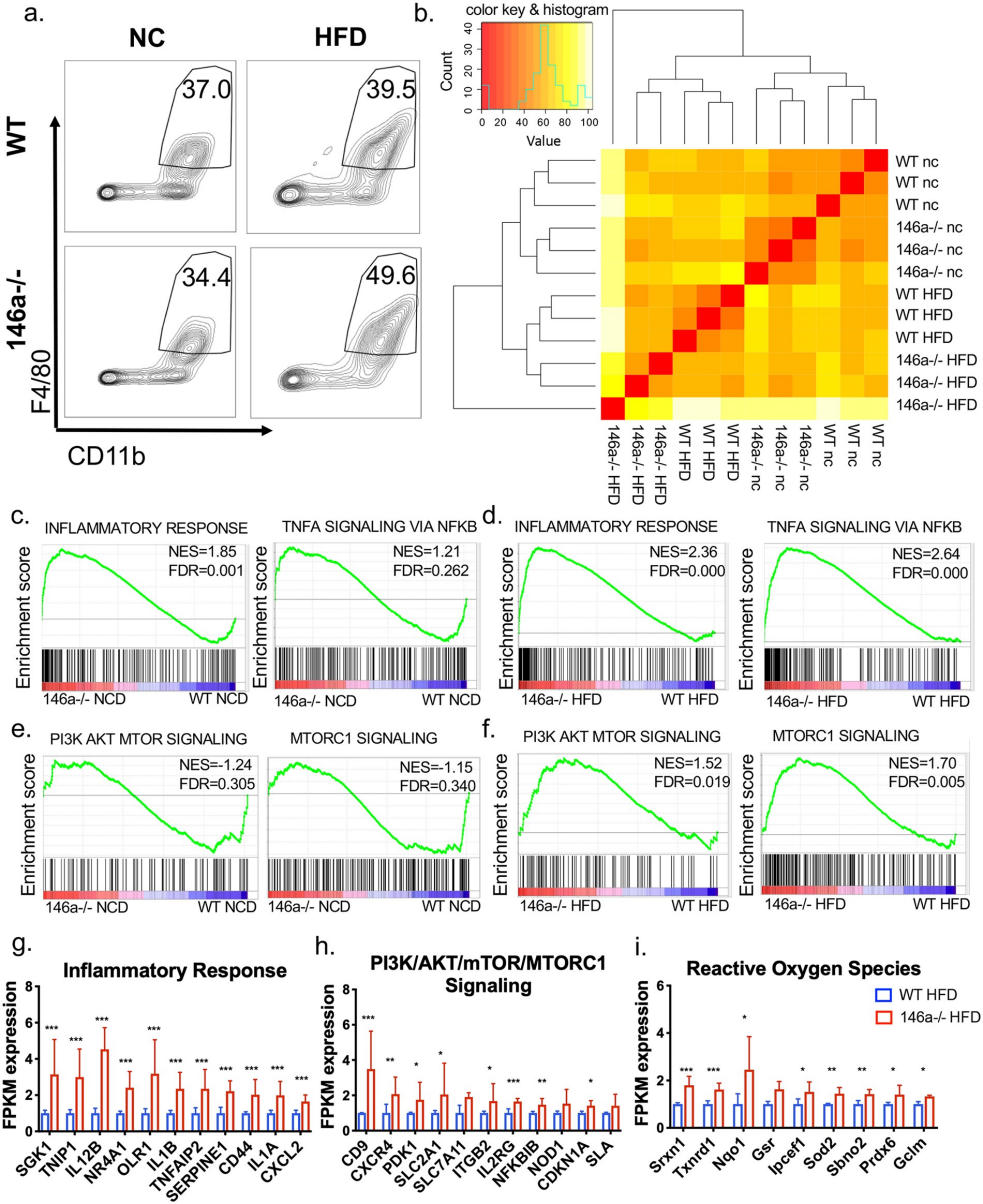
miR-146a regulates adipose tissue macrophage gene expression during NCD and HFD. (A) Representative FACS plots of cells collected from the SVF of 20-week old WT and miR-146a-/- mice fed HFD or NCD. Cells were sorted for CD11b+ F4/80+ markers from live, singlet CD45+ cells. Numbers indicate percent cells in gate. (B) Heat map showing total gene expression of sorted ATMs from WT and miR-146a-/- mice fed NCD or HFD, as measured by RNA-seq. Red indicates 100% similarity in total RNA expression to compared sample; yellow indicates dissimilarity. (C-F) Gene Set Enrichment Analysis plots of miR-146a-/- (red) and WT (blue) mice showing (C) (left) enrichment of the ‘inflammatory response’ in miR-146a-/- mice during NCD, and (right) no statistical enrichment of ‘TNFa signaling via NFkB’ during NCD; (D) enrichment of the ‘inflammatory response’ and ‘TNFa signaling via NFkB’ in miR-146a-/- mice during HFD; (E) no statistical enrichment of ‘PI3K/AKT/mTOR signaling’ or ‘mTORC1 signaling’ during NCD; (F) enrichment of ‘PI3K/AKT/mTOR signaling’ and ‘mTORC1 signaling’ in miR-146a-/- mice during HFD. (g-i) Relative expression of the top hits within (G) the ‘inflammatory response’, (H) ‘PI3K/AKT/mTOR/mTORC1 signaling’, and (I) ‘Reactive oxygen species’ upregulated in miR-146a-/- ATMs compared to WT, as determined by RNA-seq. The WT FPKM averages were set to a relative expression value of 1, with data shown as mean±SD. p-value was calculated using two-tailed Student’s t-test. *p<0.05; **p<0.01; ***p<0.001; ns = not significant. NES = normalized enrichment score; FDR = false discovery rate, where FDR<0.25 is statistically significant. See also S5 Fig.

Next, RNA-sequencing using ATM RNA was performed and we saw that gene expression clustered by genotypes and diet treatments, indicating that genes are regulated by miR-146a on its own and in combination with specific diets (Fig 4b). 

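RNA of CD45+ CD11b+ F4/80+ ATMs was sequenced from WT and miR-146a-/- mice on NCD and on HFD, with 3 libraries in each of the 4 groups. Each library held the sorted cells of 3 mice, whose SVF pellets were combined, and the mice were fed their diet from 6 weeks of age for 14 weeks. Stranded libraries were made after depletion of ribosomal RNA and sequenced as single reads on an Illumina HiSeq, and the reads were aligned by the University of Utah Bioinformatics Core Facility. The submitters' processing notes name Novoalign, the mm10 assembly and DESeq2, without versions. The processed data list the FPKM of 15393 genes in each library. Multiplied by gene length and library total, each of the 184716 values gave a whole number of reads within 1e-06 reads. The reads counted to genes numbered 10461510 to 10723142 (median 10489119) in the WT NCD libraries, 10309359 to 11076298 (median 10963117) in the miR-146a-/- NCD libraries, 9998868 to 11401192 (median 11381524) in the WT HFD libraries and 10392618 to 11559282 (median 11216378) in the miR-146a-/- HFD libraries. The 12119 genes with a mean of at least 1 FPKM over the 12 libraries were tested with limma on log2(FPKM + 1), with a mean for each genotype and diet, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are therefore on the log2(FPKM + 1) scale, which shrinks them for genes near 1 FPKM, and all comparisons share the estimate of the spread and the libraries of the groups they have in common. Lists of genes for pathways and cell types were tested with camera, with a preset correlation of 0.01 between the genes of a list and again with an estimated correlation. The p-values of 25 pathway and quality lists were adjusted together, and those of 15 marker lists of cell types were adjusted among themselves. The threshold of 0.05 was used for lists too, while the paper states a more lenient one for its gene sets. Lists said not to pass here may therefore pass at the paper's threshold. The lists, the thresholds and the rule for naming genes were set before the data were examined. However, 11 of the lists were made for gene sets that the paper had reported from these libraries. Data were simulated at this depth and spread, with genes drawn independently of one another and their spread capped. In these data 53 of 100 genes changed by a fold of 2 were called on HFD, and 12 of 100 genes changed by a fold of 1.5. Both sets were simulated together, and 7 further genes were called among the unchanged ones. In the measured data, other divisions of the HFD libraries called 6 to 17 pathway and quality lists at the preset correlation, against 16 for the genotypes. On NCD they called 2 to 7, against 9. These divisions were run after the data were seen. A list call at the preset correlation is therefore no evidence of a genotype effect by itself, however small its p-value.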

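Libraries of the same genotype and diet were closer to one another on average than libraries of different groups, except for miR-146a-/- HFD replicates 2 and 3, and genes of macrophages, of the interferon response and of neutrophils were among those that changed with genotype. On HFD, 76 genes changed between miR-146a-/- and WT ATMs, 34 higher and 42 lower, and on NCD 15 genes changed, 7 higher and 8 lower. Spp1, which encodes the secreted phosphoprotein osteopontin, rose on HFD from 2.23 ± 1.40 FPKM in WT to 10.8 ± 3.77 in miR-146a-/- ATMs (SD, n = 3 libraries), and Cd209b, a C-type lectin of resident macrophages, fell from 183 ± 2.04 to 63.7 ± 22.5. On NCD, Timd4, a phosphatidylserine receptor of resident macrophages, rose from 34.6 ± 6.33 to 72.4 ± 7.73 FPKM. Ngp and Ltf, which encode granule proteins of neutrophils, rose on HFD from 0.02 ± 0.04 to 92.2 ± 135 FPKM and from 0.04 ± 0.02 to 51.2 ± 66.2 FPKM, and Camp, another granule protein, was listed at 0 in every WT library and at 48.2 ± 61.4 FPKM in the miR-146a-/- HFD libraries. Replicate 1 carried most of these means, with 248, 13.3 and 15.7 FPKM of Ngp, 128, 11.9 and 14.0 of Ltf and 119, 11.5 and 14.1 of Camp in miR-146a-/- HFD replicates 1, 2 and 3.

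Spp1 (ENSMUSG00000029304) lies on chromosome 5 of GRCm38/mm10 from 104435117 to 104441050 and had a log2 fold change of 1.92 (standard error 0.36, adjusted p = 0.05 from limma, below the threshold before rounding), and it did not pass without miR-146a-/- HFD replicate 1 (adjusted p = 0.092). For Cd209b (ENSMUSG00000065987; chromosome 8, 3917656 to 3926814) the log2 fold change on HFD was -1.57 (standard error 0.23, adjusted p = 0.022). Timd4 (ENSMUSG00000055546; chromosome 11, 46810799 to 46844332) had a log2 fold change of 1.05 on NCD (standard error 0.16, adjusted p = 0.039) and lies 3.45 Mb from the miR-146a locus. Among the other large increases on HFD were Ggta1, a galactosyltransferase (log2 fold change 1.87), Slc22a4, an organic cation transporter (1.96), and Ly6i (2.23), which did not pass without miR-146a-/- HFD replicate 1 (adjusted p = 0.093). Tgtp2, an interferon-induced GTPase, Pydc3 and Pdlim4 fell by 1.45, 2.02 and 1.50 on the log2 scale, and Slc22a4, Tgtp2 and Pdlim4 lie within 20 Mb of the miR-146a locus. Ighv11-2 and Igkv14-126, segments of immunoglobulin genes, fell by 3.65 and 3.98, and Igkv14-126 did not pass without miR-146a-/- HFD replicate 1 (adjusted p = 0.088). On NCD, Wdfy1, Selenbp2 and Tpm3-rs7 rose by 1.08, 1.82 and 3.73 on the log2 scale, and Ide, the insulin-degrading enzyme, Skint3, Tpm3 and Rps3a1 fell by 0.78, 0.67, 0.81 and 1.23. The summed reads of the near-identical copies Tpm3 and Tpm3-rs7 had a log2 ratio of 0.13 on NCD. Reads divided between these copies may therefore explain both of their changes.

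Of 30 measured genes of lipid-associated macrophages, 24 had a log2 fold change above 0 between miR-146a-/- and WT ATMs on HFD. Spp1 and Acp5, the tartrate-resistant acid phosphatase, were higher (from 5.59 ± 0.65 to 15.3 ± 4.32 FPKM for Acp5), no gene of the list was lower and 28 did not pass the test (18 higher and none lower when adjusted over the list alone). The list was higher as a whole (adjusted p = 1.6e-09 from camera, and adjusted p = 0.081 with an estimated correlation). Of 30 measured genes of resident and alternatively activated macrophages, 27 had a log2 fold change below 0 on HFD. Colec12, a scavenger receptor (from 56.5 ± 2.87 to 23.6 ± 3.03 FPKM), and the C-type lectin Cd209d (from 518 ± 60.5 to 235 ± 61.4) were lower, Il10 was higher and 27 did not pass the test (18 lower and 2 higher when adjusted over the list alone). The list was lower as a whole (adjusted p = 6.2e-08, and adjusted p = 0.25 with an estimated correlation). Of 12 measured neutrophil markers, 3 were higher on HFD, none was lower and 9 did not pass the test (9 higher when adjusted over the list alone), and the list was higher on HFD (adjusted p = 8.6e-09, and adjusted p = 0.53 with an estimated correlation) and on NCD (adjusted p = 1.9e-08, and adjusted p = 0.41 with an estimated correlation). On NCD, 1 neutrophil marker, Camp, was higher, none was lower and 11 did not pass the test (3 higher when adjusted over the list alone). Beside these lists, monocyte markers (adjusted p = 1.3e-05) and erythroid markers (adjusted p = 0.003) stood higher on HFD and fibroblast and preadipocyte markers lower (adjusted p = 2.1e-05, 13 of 14 below 0), each with an adjusted p of 0.53 with an estimated correlation, and of their genes 1 fibroblast marker passed the test over all genes.

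**Figure D1:**
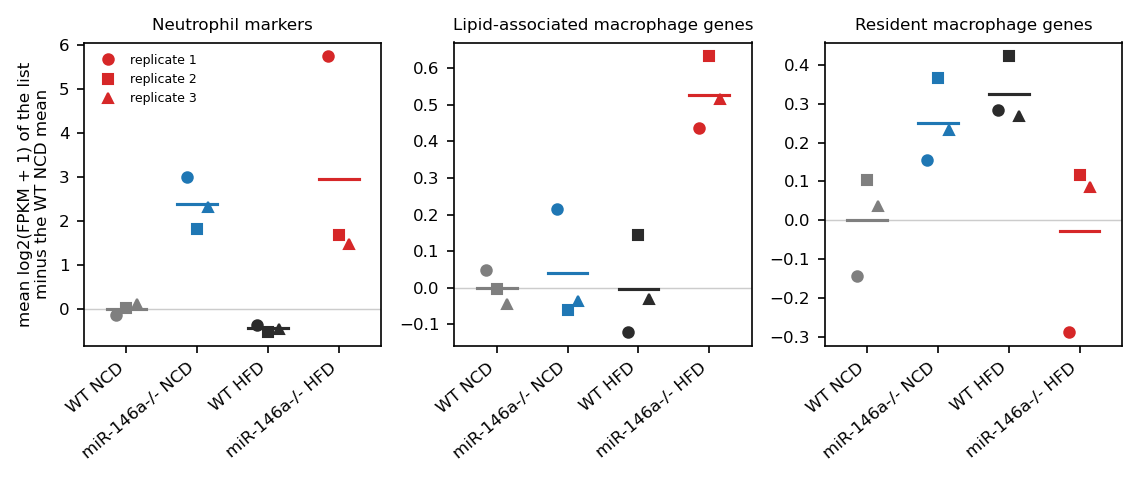
Mean log2(FPKM + 1) of neutrophil markers, of lipid-associated macrophage genes and of resident macrophage genes in each library, minus the mean of the WT NCD libraries. Symbols are replicates and lines are group means. The neutrophil score was 5.75 in miR-146a-/- HFD replicate 1 and 1.68 and 1.47 in replicates 2 and 3.

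In WT mice, 361 genes changed between HFD and NCD, 100 higher and 261 lower. Mmp13, a collagenase, rose from 5.65 ± 2.47 FPKM on NCD to 23.2 ± 3.16 on HFD, and Smoc2, a matricellular protein, from 3.53 ± 0.75 to 19.8 ± 5.03. The mast cell proteases Mcpt4, Cpa3 and Cma1 fell by 2.80, 2.74 and 2.72 on the log2 scale, and the heat shock gene Hspa1b by 3.58. In miR-146a-/- mice, 92 genes changed between the diets, 12 higher and 80 lower. Without 1 library these counts ranged from 86 (without WT NCD replicate 1) to 1185 (without miR-146a-/- HFD replicate 1) in WT and from 17 (without miR-146a-/- NCD replicate 3) to 198 (without miR-146a-/- HFD replicate 1) in miR-146a-/- mice, and with a fit of only the groups compared they were 755 and 2.

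The mean Euclidean distance over log2(FPKM + 1) was 47.8 between libraries of the same group, 54.5 between genotypes on the same diet, 56.8 between diets in the same genotype and 59.9 where both differed. Distances between groups exceeded those within groups by 9.24 on average, the largest difference among 15400 ways to divide the 12 libraries into the 4 groups (exact permutation test, one-sided p = 6.49e-05, the smallest p these divisions can give). For 11 of the 12 libraries the nearest library was of the same group, while miR-146a-/- HFD replicate 2 was nearest to a WT HFD library, and miR-146a-/- HFD replicates 2 and 3 lay farther from their own group on average (56.9 and 60.7) than from the other libraries (50.2 and 54.0). In a tree with average linkage the WT HFD libraries alone formed a branch of their own, and miR-146a-/- HFD replicate 1 joined last. With complete linkage 3 groups formed their own branch. With average linkage 3 groups also did after median-ratio scaling and with a mean of at least 5 FPKM, and 1 after quantile normalization. With limma, 0 genes had a genotype effect that differed between the diets, and 1481 did at an unadjusted p under 0.05, with 0 genes for limma voom on the recovered reads. The count was 42 with array quality weights and 7 without miR-146a-/- HFD replicate 2. It was 38 with the neutrophil score as a covariate, a setting added after the data were seen. Centred on its mean over all libraries, the score was -1.74 to -1.58 in WT HFD and 0.242 to 4.52 in miR-146a-/- HFD libraries. Since these do not overlap, fits with this covariate extrapolate and cannot separate the score from the genotype. Without 1 library the number of changed genes ranged from 12 (without WT HFD replicate 2) to 113 (without miR-146a-/- HFD replicate 1) on HFD and from 5 (without WT NCD replicate 1 or without miR-146a-/- NCD replicate 3) to 54 (without miR-146a-/- HFD replicate 1) on NCD. A fit of only the groups compared gave 6 genes on HFD and 57 on NCD, and array quality weights gave 594 and 66.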

To determine the types of genes regulated by miR-146a in ATMs during NCD and HFD we performed both an Ingenuity Pathway Analysis and a Gene Set Enrichment Analysis using our ATM RNA-Seq data. Among significant hits for gene sets enriched in miR-146a-/- macrophages were inflammatory pathways including interferon gamma and alpha, glycolysis and hypoxia, IL6/Jak/Stat3 signaling, and complement (S5d and S5e Fig). 

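As groups, interferon genes stood higher in miR-146a-/- than in WT ATMs on NCD, and genes of hypoxia, IL6/JAK/STAT3 signaling and complement stood higher on HFD. None of these lists passed with an estimated correlation between genes, and of their genes 3 complement genes passed over all genes in this direction. Irf7, a transcription factor that drives type I interferon genes, was at 17.1 ± 0.76 FPKM in miR-146a-/- and 10.9 ± 0.22 in WT ATMs on NCD (SD, n = 3). Cfb, complement factor B, was at 46.7 ± 7.76 and 26.1 ± 4.16 FPKM, and Ly6e, an interferon-induced surface protein, at 196 ± 18.6 and 131 ± 6.17. On HFD, Ifit3, an interferon-induced antiviral protein, fell from 23.7 ± 2.25 FPKM in WT to 9.37 ± 4.07 in miR-146a-/- ATMs, and C2, complement component 2, from 5.75 ± 1.56 to 1.82 ± 0.45.

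Of 87 measured genes of the interferon alpha response, 73 had a log2 fold change above 0 on NCD, none was higher or lower at an adjusted p under 0.05 from limma (2 higher when adjusted over the list alone), and the list was higher as a whole (adjusted p = 4.5e-08 from camera, and adjusted p = 0.23 with an estimated correlation). Of 173 genes of the interferon gamma response, 131 were above 0 on NCD, none passed the test (4 higher and 1 lower when adjusted over the list alone), and the list was higher (adjusted p = 1.3e-06, and adjusted p = 0.24 with an estimated correlation). In the same comparison markers of endothelial cells (adjusted p = 1.9e-05), mesothelial cells (3.5e-05), T cells (0.00036), NK cells (0.0016) and erythroid cells (0.001) stood higher and ribosomal protein genes lower (3.9e-05), none of them with an estimated correlation (0.23, 0.23, 0.5, 0.5, 0.45 and 0.57) and with no gene past the test over all genes. Neutrophil markers stood higher there too (adjusted p = 1.9e-08 from camera, and 0.41 with an estimated correlation), with Camp past the test over all genes. Irf7 (ENSMUSG00000025498; chromosome 7 of GRCm38/mm10, 141262705 to 141266481) had a log2 fold change of 0.60 on NCD (standard error 0.10, adjusted p = 0.055), and Rapgef6, a guanine nucleotide exchange factor within 20 Mb of the miR-146a locus, had one of -0.52 (adjusted p = 0.052). On HFD the interferon alpha list stood lower (adjusted p = 0.02, and adjusted p = 0.42 with an estimated correlation), with 1 gene higher, 1 lower and 85 not past the test (3 higher and 17 lower when adjusted over the list alone). Ifit3 (ENSMUSG00000074896; chromosome 19, 34583530 to 34588731) was the lower gene (log2 fold change -1.32, standard error 0.24, adjusted p = 0.046), and Plscr1, a phospholipid scramblase induced by interferon, was the higher gene (from 3.71 ± 0.93 to 8.57 ± 1.98 FPKM, adjusted p = 0.048). The call on HFD was lost without miR-146a-/- HFD replicate 1 (adjusted p = 0.063) and without WT HFD replicate 3 (adjusted p = 0.41), with array quality weights (0.4) and with fry (0.073). With the neutrophil score as a covariate, added after the data were seen, the list stood on the higher side (0.74), over a range of 0.00045 to 0.74 for its alternatives. That score differs between the genotypes by itself. The interferon gamma list did not pass on HFD (lower, adjusted p = 0.58), with 2 genes lower, Ifit3 and Rapgef6, none higher and 171 not past the test (7 higher and 17 lower when adjusted over the list alone), and without miR-146a-/- HFD replicate 1 it stood on the higher side (adjusted p = 0.71).

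Of 92 measured hypoxia genes, 65 were above 0 on HFD and none passed the test, over all genes or over the list alone, and the list was higher (adjusted p = 0.0014, and adjusted p = 0.12 with an estimated correlation). Plin2, which coats lipid droplets, had a log2 fold change of 1.06 (standard error 0.23, adjusted p = 0.072), and Hmox1, heme oxygenase, one of 0.48 (standard error 0.12, adjusted p = 0.093). Of 74 genes of IL6/JAK/STAT3 signaling, 47 were above 0 on HFD and none passed the test (8 higher and 2 lower when adjusted over the list alone), and the list was higher (adjusted p = 0.001, and adjusted p = 0.12 with an estimated correlation). Ptpn2, a tyrosine phosphatase of this pathway, was at 20.2 ± 1.68 FPKM against 15.1 ± 1.48 (adjusted p = 0.079). Of 126 complement genes, 3 were higher on HFD, 1 was lower and 122 did not pass the test (8 higher and 3 lower when adjusted over the list alone), and the list was higher on HFD (adjusted p = 0.0014, and adjusted p = 0.12 with an estimated correlation) and on NCD (adjusted p = 0.033, and adjusted p = 0.36 with an estimated correlation). Of the higher complement genes, Ltf encodes lactoferrin of neutrophil granules, Plek pleckstrin and Plscr1 the scramblase. C2 (ENSMUSG00000024371; chromosome 17, 34862603 to 34898265) was the lower gene, with a log2 fold change of -1.25 (standard error 0.19, adjusted p = 0.023). With the neutrophil score as a covariate, which differs between the genotypes by itself, the hypoxia list (adjusted p = 0.42, over a range of 8.1e-05 to 0.42) and the IL6/JAK/STAT3 list (adjusted p = 0.35, over a range of 1.6e-05 to 0.35) did not pass on HFD. On NCD the hypoxia list (lower, adjusted p = 0.3) and the IL6/JAK/STAT3 list (higher, adjusted p = 0.51) did not pass. The complement call on NCD was lost without the neutrophil marker genes, a setting added after the data were seen (adjusted p = 0.077), and its adjusted p ranged from 0.0016 to 0.36 over its alternatives. Genes of the paper's Fig 4g to 4i and Fig 5a, chosen by the study on these libraries, made up 4 of the interferon gamma list, 5 of hypoxia, 4 of IL6/JAK/STAT3 and 2 of complement, so the directions of these lists are not independent of that choice.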

Of note, the top two pathways enriched in miR-146a-/- HFD macrophages were ‘TNFa signaling via NFkB’ and ‘Inflammatory Response’ (Fig 4d and S5d Fig); interestingly, ‘Inflammatory Response’ was also enhanced in miR-146a-/- NCD cells (Fig 4c and S5e Fig). 

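As groups, genes of TNF signaling via NF-kB and of the inflammatory response stood higher in miR-146a-/- than in WT ATMs on HFD, with 3 of 176 and 4 of 151 genes past the test over all genes, and neither list passed with an estimated correlation between genes. Ets2, a transcription factor, rose from 31.7 ± 2.72 FPKM in WT to 48.3 ± 4.93 in miR-146a-/- ATMs (SD, n = 3), Bcl2a1b, an inhibitor of apoptosis that NF-kB induces, from 42.1 ± 6.14 to 77.4 ± 13.6, and Plek, a substrate of protein kinase C, from 210 ± 26.0 to 322 ± 35.3. Of the inflammatory response genes, Itga5, the fibronectin receptor subunit, rose from 7.75 ± 1.19 to 14.3 ± 1.40 FPKM, Rgs1, a regulator of G-protein signaling, from 112 ± 11.8 to 282 ± 102, and the receptor tyrosine kinase Axl from 61.6 ± 7.28 to 88.8 ± 6.23. Il10, an anti-inflammatory cytokine that is a member of this list, rose from 40.1 ± 1.75 to 83.1 ± 20.6 FPKM.

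Of 176 measured TNF signaling genes, 122 had a log2 fold change above 0 on HFD, 3 were higher, none was lower and 173 did not pass the test (29 higher and 3 lower when adjusted over the list alone). The list was higher as a whole (adjusted p = 4.7e-08 from camera, and adjusted p = 0.25 with an estimated correlation), with a median log2 fold change of 0.20. Of 151 measured inflammatory response genes, 96 were above 0, 4 were higher, none was lower and 147 did not pass the test (7 higher and 1 lower when adjusted over the list alone). This list was higher as well (adjusted p = 0.00041, and adjusted p = 0.12 with an estimated correlation), and these 2 lists had the smallest p-values on HFD among the 11 lists made for the gene sets that the paper names. The paper reported those gene sets from these same libraries, so this ranking is not independent of its result. Ets2 (ENSMUSG00000022895) lies on chromosome 16 of GRCm38/mm10 from 95702074 to 95721051 and had a log2 fold change of 0.59 (standard error 0.10, adjusted p = 0.037 from limma). For Itga5 (ENSMUSG00000000555; chromosome 15, 103344288 to 103366763) the log2 fold change was 0.81 (standard error 0.12, adjusted p = 0.022). The study picked 13 of the TNF signaling genes and 6 of the inflammatory response genes from these libraries for its figures, so the direction of these lists is not independent of that choice.

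**Figure D2:**
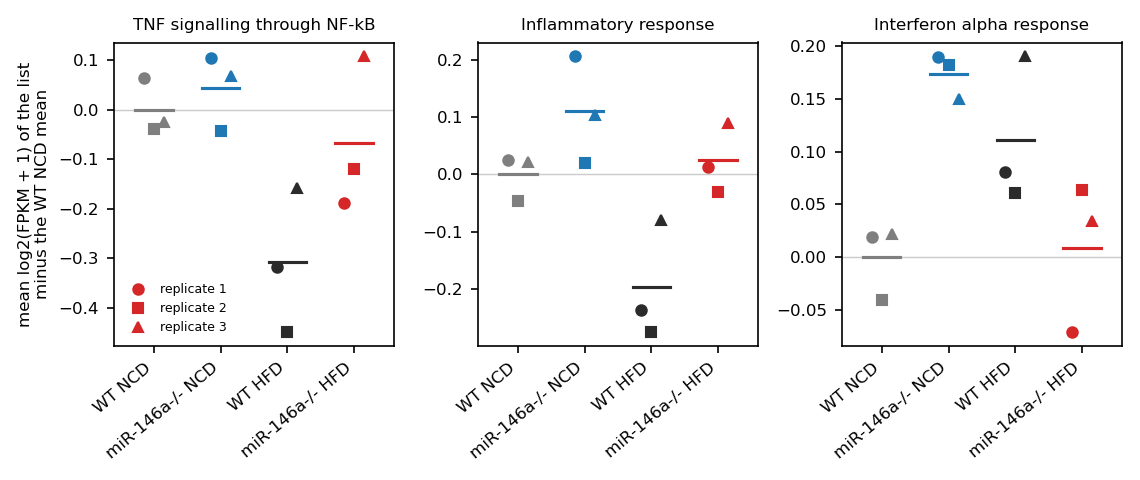
Mean log2(FPKM + 1) of the genes of TNF signaling through NF-kB, of the inflammatory response and of the interferon alpha response in each library, minus the mean of the WT NCD libraries. Symbols are replicates and lines are group means. The TNF signaling score was -0.317, -0.449 and -0.159 in the WT HFD libraries and -0.189, -0.119 and 0.108 in the miR-146a-/- HFD libraries.

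On NCD, 95 of the 151 inflammatory response genes were above 0 and none was higher or lower over all genes (1 higher when adjusted over the list alone), and the list stood on the higher side (adjusted p = 0.18). The TNF signaling list did not pass on NCD (higher, adjusted p = 0.84). The genotype effect differed between the diets for TNF signaling (adjusted p = 5.7e-06, higher on HFD) and for the inflammatory response (adjusted p = 0.02), and for both adjusted p = 0.31 with an estimated correlation. Beside these genes, S100a8, an abundant calcium-binding protein of neutrophils, was at 23.7 FPKM on average in WT HFD libraries and at 7390, 214 and 197 FPKM in miR-146a-/- HFD replicates 1, 2 and 3. Without replicate 1 the TNF signaling list was higher with an adjusted p of 2.1e-17. The inflammatory response passed on NCD without that library (adjusted p = 0.045) and with quantile normalization (adjusted p = 0.04), and its adjusted p ranged from 0.04 to 0.72 over its alternatives.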

Inflammatory response genes upregulated in miR-146a-/- HFD ATMs (Fig 4g) indicate that miR-146a regulates inflammatory ATM pathways in both lean (NCD) and obese (HFD) adipose tissue, corroborating our finding that inflammatory cytokine expression is elevated in miR-146a-/- mice regardless of diet.

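Of the 11 inflammatory response genes of Fig 4g, all had a higher FPKM in each of the 3 miR-146a-/- HFD libraries than in each of the 3 WT HFD libraries. With the WT HFD mean set to 1, Il12b, a subunit of IL-12, was at 4.41 ± 1.18 (SD, n = 3), the interleukins Il1b and Il1a at 2.29 ± 0.86 and 1.94 ± 0.76, and the chemokine Cxcl2 at 1.61 ± 0.37. Tnip1, an inhibitor of NF-kB signaling, was at 2.92 ± 1.47, and Sgk1, a serine/threonine kinase, at 3.06 ± 1.84. Among the remaining genes were Olr1, a receptor for oxidized LDL (3.08 ± 1.79), Nr4a1, a nuclear receptor (2.34 ± 0.84), Tnfaip2 (from 9.81 FPKM in WT to 22.4 on average) and Cd44, a hyaluronan receptor (1.96 ± 0.79).

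Il1b (ENSMUSG00000027398) lies on chromosome 2 of GRCm38/mm10 from 129364569 to 129371139 and was at 93.6 ± 13.4 FPKM in WT and 214 ± 80.8 FPKM in miR-146a-/- ATMs on HFD. Its log2 fold change was 1.12 (standard error 0.24, adjusted p = 0.066 from limma). On NCD, Il1b was at 406 ± 49.2 FPKM in WT and 323 ± 29.6 in miR-146a-/- ATMs. Tnip1 (ENSMUSG00000020400; chromosome 11, 54910784 to 54962917), 11.6 Mb from the miR-146a locus, had a log2 fold change of 1.32 on HFD (standard error 0.26, adjusted p = 0.054), and its FPKM on NCD was 7.48 ± 0.26 in WT and 15.9 ± 2.35 in miR-146a-/- ATMs. Il12b lies 1.03 Mb from that locus (chromosome 11, 44400062 to 44414033) and was at 0.38 ± 0.11 FPKM in WT and 1.69 ± 0.45 in miR-146a-/- ATMs on HFD. Cxcl2, the most abundant of the genes, was at 553 ± 84.2 FPKM in WT and 890 ± 202 in miR-146a-/- ATMs on HFD (log2 fold change 0.67, standard error 0.16, adjusted p = 0.081). None of the 11 genes passed the adjusted threshold over all genes, and the exact permutation p was 0.1 for each, two-sided, the smallest that 3 libraries against 3 allow. The study chose these genes on these libraries, so their direction is not independent evidence. For 7 of the 11 genes replicate 1 had the highest value of the miR-146a-/- HFD libraries, as for Sgk1 with 5.16 in replicate 1 and 1.75 and 2.26 in replicates 2 and 3. Over replicates 2 and 3 alone the means ranged from 1.51 to 4.84, and without replicate 1 Tnip1 (adjusted p = 0.014), Cd44 (adjusted p = 0.019) and Cxcl2 (adjusted p = 0.037) passed. The paper also reports the inflammatory response gene set as enhanced on NCD. It then reads the genes that were higher in miR-146a-/- HFD ATMs as a sign that miR-146a regulates inflammatory pathways in lean and obese tissue. It sets this beside its own finding of raised inflammatory cytokine expression in miR-146a-/- mice on either diet.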

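Genes of PI3K/AKT/mTOR signaling and of mTORC1 signaling stood slightly higher as groups in miR-146a-/- than in WT ATMs on HFD, while no single gene of either list passed the test and neither list passed with an estimated correlation between genes. Txnrd1, a thioredoxin reductase that is a member of the mTORC1 list, was at 39.6 ± 6.80 FPKM in miR-146a-/- and 25.1 ± 3.29 in WT ATMs (SD, n = 3). M6pr, the mannose 6-phosphate receptor, was at 89.5 ± 4.62 and 71.4 ± 3.51 FPKM, and Etf1, a translation termination factor, at 81.3 ± 10.2 and 61.0 ± 0.64. Pikfyve, a lipid kinase of the PI3K list, was at 28.9 ± 2.32 FPKM in miR-146a-/- and 36.5 ± 2.18 in WT ATMs, and the cytokine Il4 at 0.28 ± 0.28 and 1.84 ± 0.55.

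Of 94 measured PI3K/AKT/mTOR genes, 60 had a log2 fold change above 0 on HFD and 34 below, and none passed the test (1 lower when adjusted over the list alone). The list was higher as a whole (adjusted p = 0.016 from camera, and adjusted p = 0.12 with an estimated correlation), with a median log2 fold change of 0.05. Of 183 measured mTORC1 genes, 122 were above 0 and 61 below, and none passed the test (1 higher and 1 lower when adjusted over the list alone). This list was higher as well (adjusted p = 0.0014, and adjusted p = 0.32 with an estimated correlation), with a median of 0.08. On NCD the PI3K/AKT/mTOR list (adjusted p = 0.55) and the mTORC1 list (adjusted p = 0.3) did not pass and stood on the lower side, although the median (0.00193) and mean (0.00528) of the PI3K list and the mean of the mTORC1 list (0.00146) were just above 0. The genotype effect differed between the diets for PI3K/AKT/mTOR signaling (adjusted p = 0.019, and adjusted p = 0.17 with an estimated correlation) and for mTORC1 signaling (adjusted p = 0.00093, and adjusted p = 0.31 with an estimated correlation). Txnrd1 (ENSMUSG00000020250) lies on chromosome 10 of GRCm38/mm10 from 82859205 to 82897724 and had a log2 fold change of 0.63 on HFD (standard error 0.13, adjusted p = 0.054 from limma). The mTORC1 score of replicate 1, the library with the highest neutrophil markers, was 0.0815, and those of miR-146a-/- HFD replicates 2 and 3 were -0.0721 and -0.0976, against -0.123, -0.0845 and -0.2 in the WT HFD libraries. With the neutrophil score as a covariate, a setting added after the data were seen in which the score differs between the genotypes by itself, neither list passed on HFD (adjusted p = 0.42 for PI3K/AKT/mTOR and 0.97, on the lower side, for mTORC1), over ranges of 0.0084 to 0.42 and 0.00016 to 0.97 for their alternatives. The PI3K/AKT/mTOR call also ended without the genes that the study picked from these libraries (adjusted p = 0.11), with quantile normalization (0.054) and without miR-146a-/- HFD replicate 2 (0.051), and the mTORC1 call without WT HFD replicate 3 (0.055).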

The PI3K/AKT/mTOR and mTORC1 signaling gene sets were enriched in miR-146a-/- HFD macrophages, which was not seen in ATMs from mice on NCD (Fig 4e and 4f and S5d Fig). Genes from these enriched gene sets (Fig 4h) indicate a novel role for miR-146a in regulating the mTOR/AKT pathway which has previously been linked to cellular metabolism and obesity. 

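Of the 11 PI3K/AKT/mTOR and mTORC1 genes of Fig 4h, 5 had a higher FPKM in each miR-146a-/- HFD library than in each WT HFD library. These were Cd9, a tetraspanin, at 3.39 ± 2.05 times the WT HFD mean (SD, n = 3), Pdk1, which inhibits pyruvate dehydrogenase, at 1.7 ± 0.95, Il2rg, a shared receptor chain of several interleukins, at 1.61 ± 0.16, Nfkbib, an inhibitor of NF-kB, at 1.44 ± 0.35, and Slc7a11, a cystine transporter. Slc7a11 was at 1.86 times the WT mean over miR-146a-/- HFD replicates 2 and 3, the libraries behind the paper's value (n = 2), and at 6.91 ± 8.73 over all 3. The other genes were the chemokine receptor Cxcr4 (2.02 ± 0.93), the glucose transporter Slc2a1 (1.99 ± 1.7), Itgb2 (1.63 ± 0.94), Nod1 (1.49 ± 0.77), the cell cycle inhibitor Cdkn1a (1.38 ± 0.29) and Sla (1.37 ± 0.62).

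Il2rg (ENSMUSG00000031304; chromosome X of GRCm38/mm10, 101264377 to 101268255) was at 19.1 ± 4.22 FPKM in WT and 30.7 ± 2.95 in miR-146a-/- ATMs on HFD (log2 fold change 0.68, standard error 0.17, adjusted p = 0.1 from limma). Cd9 (ENSMUSG00000030342; chromosome 6, 125460265 to 125494791) was at 7.03 ± 0.18 and 23.8 ± 14.4 FPKM (log2 fold change 1.46, standard error 0.34, adjusted p = 0.088). Slc2a1 (ENSMUSG00000028645; chromosome 4, 119108710 to 119137330) was at 3.26 ± 0.41 and 6.48 ± 5.54 FPKM (log2 fold change 0.58, standard error 0.40, adjusted p = 0.47). Cxcr4 was at 46.7 ± 22.5 and 94.1 ± 43.2 FPKM (exact permutation p = 0.2, two-sided). None of the 11 genes passed over all genes, and 3 libraries against 3 cannot give an exact two-sided p under 0.1. The study chose the genes on these libraries, which makes their direction no independent evidence. In 9 of the 11 genes replicate 1, the library with the highest neutrophil markers, had the highest value. It was at 3.95 for Slc2a1, where replicates 2 and 3 were at 1.10 and 0.92, at 2.79 for Pdk1 (1.10 and 1.21), and at 2.71 for Itgb2 (1.17 and 0.997). Without replicate 1, Cdkn1a passed (adjusted p = 0.043). With the neutrophil score as a covariate, added after the data were seen, the log2 fold changes of Pdk1, Slc2a1, Slc7a11, Itgb2, Nod1 and Sla turned to the lower side. As the score differs between the genotypes by itself, the fit cannot show that these genes were lower.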

Interestingly, the Reactive Oxygen Species gene set was upregulated in miR-146a-/- macrophages during HFD (Fig 4i and S5d Fig). 

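The reactive oxygen species list stood higher as a group in miR-146a-/- than in WT ATMs on HFD, with 30 of its genes above 0 and 17 below, but not with an estimated correlation between genes or without the genes that the study picked. Srxn1, sulfiredoxin, which restores oxidized peroxiredoxins, rose from 13.0 ± 0.94 FPKM in WT to 22.8 ± 4.88 in miR-146a-/- ATMs (SD, n = 3), and Gpx3, a secreted glutathione peroxidase, fell from 18.7 ± 2.82 to 8.36 ± 1.31. Sod2, the mitochondrial superoxide dismutase, was at 36.0 ± 6.07 FPKM against 25.6 ± 0.47, and Gclm, a subunit of the enzyme that limits glutathione synthesis, at 3.91 ± 0.12 against 3.03 ± 0.28.

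Of 47 measured genes of the list, 1 was higher, 1 was lower and 45 did not pass the test (5 higher and 1 lower when adjusted over the list alone). The list was higher as a whole (adjusted p = 0.009 from camera, and adjusted p = 0.12 with an estimated correlation), with a median log2 fold change of 0.11, and on NCD it did not pass (lower, adjusted p = 0.3). The genotype effect differed between the diets (adjusted p = 0.0047, and adjusted p = 0.12 with an estimated correlation). Srxn1 (ENSMUSG00000032802) lies on chromosome 2 of GRCm38/mm10 from 152105515 to 152111376 and had a log2 fold change of 0.75 (standard error 0.14, adjusted p = 0.047 from limma). Gpx3 (ENSMUSG00000018339; chromosome 11, 54902452 to 54910377), within 20 Mb of the miR-146a locus, had a log2 fold change of -1.07 (standard error 0.20, adjusted p = 0.047).

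The 9 genes of Fig 4i, which the study chose on these libraries, were all higher in each miR-146a-/- HFD library than in each WT HFD library. With the WT HFD mean set to 1, Srxn1 was at 1.75 ± 0.38, Txnrd1 at 1.58 ± 0.27, the quinone reductase Nqo1 at 2.39 ± 1.33, Ipcef1 at 1.47 ± 0.39, Sod2 at 1.41 ± 0.24, Sbno2 at 1.39 ± 0.20, the peroxiredoxin Prdx6 at 1.36 ± 0.37 and Gclm at 1.29 ± 0.04. Gsr, glutathione reductase, was at 1.59 over miR-146a-/- HFD replicates 2 and 3, the libraries behind the paper's value (n = 2), and at 8.74 ± 12.4 over all 3. Without these 9 genes the list did not pass (adjusted p = 0.47). Retnlg, a secreted protein of neutrophils, was at 7.41 FPKM on average in the WT HFD libraries and at 1810, 32.6 and 13.5 in miR-146a-/- HFD replicates 1, 2 and 3. The list score was 0.211 in replicate 1, -0.0166 in replicate 2 and -0.0188 in replicate 3, against -0.0864, -0.0504 and -0.101 in the WT HFD libraries. With the neutrophil score as a covariate, added after the data were seen, the list stood on the lower side (adjusted p = 0.84, over a range of 0.0047 to 0.84 for its alternatives). Since the score differs between the genotypes by itself, that direction rests on the fit.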

Increased reactive oxygen species are important for effective inflammatory responses and are produced in LPS-activated macrophages which undergo a metabolic switch to downregulate oxidative phosphorylation and increase aerobic glycolysis [26]. 

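Glycolysis genes stood higher as a group in miR-146a-/- than in WT ATMs on HFD, mostly in 1 of the 3 miR-146a-/- libraries, and did not pass with an estimated correlation between genes. Of 81 measured genes, 53 had a log2 fold change above 0 and 28 below, and none passed the test over all genes or over the list alone. Cd44, a hyaluronan receptor that is a member of the list, was at 96.9 ± 39.1 FPKM in miR-146a-/- and 49.3 ± 4.34 in WT ATMs (SD, n = 3; log2 fold change 0.89, standard error 0.21, adjusted p = 0.081 from limma). Glrx, glutaredoxin, was at 25.6 ± 4.53 and 19.4 ± 0.57 FPKM (log2 fold change 0.37, adjusted p = 0.13), and Pygb, a glycogen phosphorylase, had a log2 fold change of -0.32 (standard error 0.09, adjusted p = 0.14). The list was higher as a whole (adjusted p = 0.0075 from camera, and adjusted p = 0.42 with an estimated correlation), with a median log2 fold change of 0.13, and 4 of its genes were picked by the study from these libraries. The list score was 0.261 in miR-146a-/- HFD replicate 1 and -0.179 and -0.136 in replicates 2 and 3, against -0.197, -0.193 and -0.197 in the WT HFD libraries. On NCD it did not pass (adjusted p = 0.51) and the test gave the lower side, while its median (0.0226) and mean (0.00519) were above 0. The genotype effect differed between the diets (adjusted p = 0.0056, and adjusted p = 0.39 with an estimated correlation). Without miR-146a-/- HFD replicate 1, the library with the most neutrophil marker RNA, the list did not pass on HFD (adjusted p = 0.29). With the neutrophil score as a covariate, added after the data were seen, it was lower (adjusted p = 0.0063 from camera), over a range of 0.00092 to 0.42 for its alternatives. That score differs between the genotypes by itself, and each miR-146a-/- HFD library had a higher list score than each WT HFD library. The lower side is therefore a product of that fit. Of 87 genes of oxidative phosphorylation, 53 were above 0 on HFD and 34 below, none passed the test, and the list did not pass (higher, adjusted p = 0.26, and on the lower side without miR-146a-/- HFD replicate 1, adjusted p = 0.36).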

Consistent with this, the glycolysis gene set was also enriched (S5d Fig). Altogether, these data suggest that miR-146a regulates gene expression in ATMs, particularly of the inflammatory response as well as a unique subset of metabolic pathways during DIO.

### miR-146a targets Traf6 to regulate macrophage inflammation and metabolism

To further understand the mechanism by which miR-146a regulates metabolism and inflammation in ATMs, we analyzed the expression levels of predicted miR-146a targets from Targetscan in our RNA-seq dataset. 

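Genes with an 8mer site for the miR-146a-5p seed in their 3' UTR and genes without a 6mer did not differ past the test in their change between miR-146a-/- and WT ATMs on HFD. Of 28 measured genes that were listed as reported miR-146a targets, 20 had a log2 fold change above 0 on HFD and 8 below, and none passed the test over all genes (1 higher and 1 lower when adjusted over the list alone). Camk2d, a calcium/calmodulin-dependent kinase of this list, had a log2 fold change of 0.73 (standard error 0.30, adjusted p = 0.25 from limma). The list was higher as a whole on HFD (adjusted p = 0.023 from camera, and adjusted p = 0.12 with an estimated correlation) and did not pass on NCD (lower, adjusted p = 0.5), and 2 of its genes were picked by the study from these libraries. The genotype effect on the list differed between the diets (adjusted p = 0.019, and adjusted p = 0.12 with an estimated correlation).

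A 3' UTR was annotated for 10673 of the 12119 tested genes, of which 490 held an 8mer site, 1677 a 7mer site and no 8mer, 1376 a 6mer only and 7130 no 6mer. The mean log2 fold change on HFD was 0.0157 for genes with an 8mer and -0.00473 for genes without a 6mer, a difference of 0.0204 (permutation test over genes, two-sided p = 0.25; genes are not independent replicates). With 8mer and 7mer sites together, 2167 genes differed by 0.00469 from those without (permutation p = 0.61). On NCD the difference for 8mer genes was -0.019 (permutation p = 0.11). Without miR-146a-/- HFD replicate 1, the library with the highest neutrophil markers, it was 0.0466 on HFD (permutation p = 0.00079), and it ranged from 0.00363 to 0.0466 when each library was left out in turn.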

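Traf6, an adaptor of the Toll-like and interleukin-1 receptors, was 1.33 ± 0.12 times as high in miR-146a-/- as in WT ATMs on HFD (SD, n = 3). Its FPKM was 7.51, 8.94 and 8.75 in the miR-146a-/- HFD libraries and 6.29, 5.94 and 6.66 in the WT HFD libraries, so each miR-146a-/- library stood above each WT library. On NCD it was 7.16, 7.69 and 7.41 in miR-146a-/- and 7.35, 6.54 and 6.41 in WT libraries. The Traf6 3' UTR holds 4 sites that match the miR-146a-5p seed as 8mers.

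Traf6 (ENSMUSG00000027164) lies on chromosome 2 of GRCm38/mm10 from 101678428 to 101701669 and was counted with 525 to 564 reads in the WT HFD libraries and 664 to 815 reads in the miR-146a-/- HFD libraries. The log2 fold change on HFD was 0.36 (standard error 0.09, adjusted p = 0.089 from limma; exact permutation p = 0.1, two-sided, the smallest that 3 libraries against 3 allow). Among the 28 reported miR-146a targets, Traf6 had the smallest unadjusted p from limma on HFD (0.0016). The study picked Traf6 from predicted targets by its expression in these libraries, so this rank and its direction are not independent evidence. The 8mer AGTTCTCA lies in the 3' UTR of 4170 bases at positions 460, 524, 1336 and 3860, counted from the base after the stop codon. On chromosome 2 these are bases 101697959 to 101697966, 101698023 to 101698030, 101698835 to 101698842 and 101701359 to 101701366, with the surrounding sequences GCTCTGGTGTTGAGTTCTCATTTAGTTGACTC, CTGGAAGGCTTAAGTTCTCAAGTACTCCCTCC, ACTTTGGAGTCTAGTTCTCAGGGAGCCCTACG and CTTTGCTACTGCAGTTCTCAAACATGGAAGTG. The miR-146a locus (chromosome 11, 43374397 to 43374461) has no value of its own in the processed data. Without miR-146a-/- HFD replicate 1, which had the highest neutrophil markers and the lowest Traf6 value of its group, the log2 fold change was 0.43 with an adjusted p just under the threshold (0.05 when rounded).

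**Figure D3:**
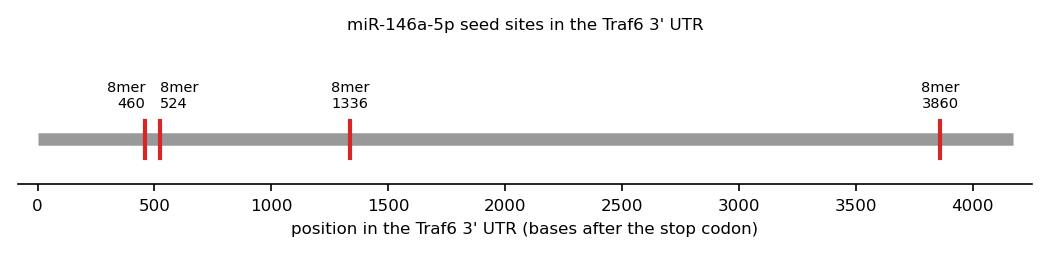
Map of the Traf6 3' UTR, in bases after the stop codon, with the 8mer sites for the miR-146a-5p seed as red marks. The sites start at positions 460, 524, 1336 and 3860 of 4170.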

Among the relevant predicted targets, *Traf6* mRNA expression was significantly elevated in the miR-146a-/- HFD ATMs compared to WT (Fig 5a). Traf6 is a *bona fide* miR-146a target in several inflammatory contexts [7, 27] making it a viable option for further analysis in our system. Traf6 protein levels were increased in miR-146a-/- bone marrow-derived macrophages (BMDMs) stimulated with LPS compared to WT controls (Fig 5b). To further investigate Traf6 as the miR-146a target regulating inflammation in our model, we developed Traf6 mutant Raw264.7 macrophages using Crispr-Cas9 (Traf6 Cr) to disrupt expression of this protein (Fig 5c). Upon deletion of Traf6, we observed reduced LPS-mediated inflammatory cytokine expression, consistent with miR-146a dampening these inflammatory genes by downregulating Traf6 (Fig 5d). Additionally, we used a previously characterized Traf6 peptide inhibitor (Traf6i) to reduce Traf6 activity in primary miR-146a-/- BMDMs and observed reduced inflammatory gene expression in response to LPS (Fig 5e) [28]. These data support a model whereby miR-146a regulates adipose inflammation at least in part by targeting Traf6 in ATMs.

**Fig 5:**
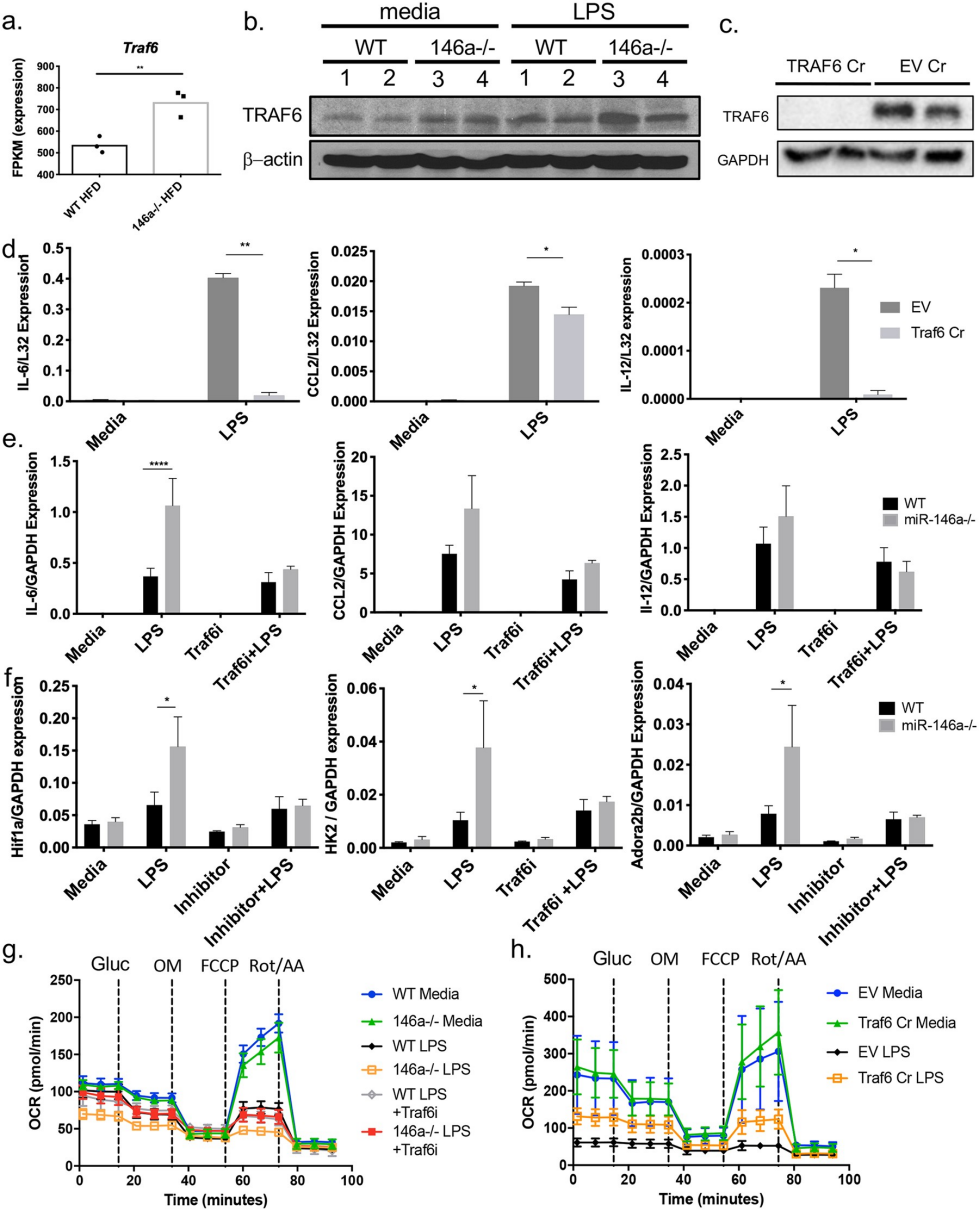
The miR-146a target Traf6 downregulates inflammation and alters cellular metabolism in activated macrophages. (A) FPKM values of Targetscan-predicted miR-146a-5p target *Traf6* in WT or miR-146a-/- ATMs during HFD, as determined by RNA-seq. (B) Western blot for Traf6 and beta-actin in lysates from WT (1 and 2) or miR-146a-/- (3 and 4) BMDMs double-stimulated with media control or LPS. (C) Western blot for Traf6 and GAPDH in lysates from Traf6 CRISPR and Empty Vector control RAW cells stimulated with media control or LPS. (D) mRNA expression of *il6*, *ccl2*, and *il12* in Traf6 Cr and EV (empty vector) control RAW cells. (E) mRNA expression of *Il6*, *Ccl2*, and *Il12* in WT or miR-146a-/- BMDMs treated with media, LPS, Traf6i, or Traf6i+LPS. (F) mRNA expression of metabolic genes *Hif1a*, *Hk2*, and *Adora2b* in WT or miR-146a-/- BMDMs double stimulated with media, LPS, Traf6i, or Traf6i+LPS. (G) OCR of WT and miR-146a-/- BMDMs double-stimulated with media, LPS, Traf6i, or Traf6i+LPS, followed by Seahorse analysis with addition of glucose (gluc), oligomycin (OM), FCCP, and rotenone (rot)/antimycin A (AA). (H) OCR of Traf6 Cr and EV control RAW cells double-stimulated with LPS or media, followed by addition of glucose (gluc), OM, FCCP, and Rot/AA. Data are shown as mean±SEM (d-f) or as individual mice (a-b). p-values were calculated using two-tailed Student’s t-test. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001.

RNA-seq also suggested an altered metabolic state in miR-146a-/- ATMs specifically when placed on HFD. This was indicated by increases in gene sets for PI3K/AKT/mTOR signaling, glycolysis, and reactive oxygen species (Fig 4f and 4h–4i and S5d Fig). Therefore, we examined the role of miR-146a in regulating metabolism in activated BMDMs. First, we assessed expression of glycolysis genes including HK2 and HIF1a and found that they were induced to higher levels in LPS-treated miR-146a-/- vs. WT control BMDMs, but not when miR-146a-/- BMDMs were treated with a Traf6i (Fig 5f). We also measured oxidative phosphorylation in LPS-activated miR-146a-/- BMDMs. Throughout a Mito Stress Test, miR-146a-/- BMDMs stimulated with LPS had low oxygen consumption rates (OCR) as compared with WT controls and media-treated cells, indicating lower oxidative respiration and little responsiveness to added glucose or to mitochondrial respiration inhibitors oligomycin (OM), FCCP, or Rotenone/Antimycin A (Fig 5g). Additionally, Traf6 mutant cells exhibited greater OCR when compared with WT empty vector controls (Fig 5h). These data are consistent with previous studies showing that pro-inflammatory M1 macrophages undergo a metabolic switch involving increased aerobic glycolysis and decreased oxidative phosphorylation. These results suggest a role for miR-146a in restricting this metabolic alteration in activated macrophages. Altogether, these data suggest that miR-146a regulates macrophage activation by influencing both inflammatory response genes and metabolic state through targeting of Traf6.

### Inhibition of mTOR with rapamycin reduces the excessive weight gain by miR-146a-/- mice on HFD

Having identified a novel role for miR-146a in regulating macrophage metabolism, including evidence for increased activation of the Akt/mTOR pathway, we tested whether administration of rapamycin, an inhibitor of mTOR activation, would reverse the miR-146a-/- DIO phenotypes. WT and miR-146a-/- mice on HFD were injected intraperitoneally with rapamycin 3 times per week for the last 10 weeks of a 14 week HFD experiment. Consistent with a role for elevated mTOR as a driver of DIO, miR-146a-/- mice given rapamycin put on significantly less weight than miR-146a-/- mice given the vehicle control, and resembled WT control mice in terms of their weight, percent body fat and VAT pad size (Fig 6a, 6c and 6d), with no differences in food consumption (Fig 6b). These results support a model whereby increased mTOR activation in miR-146a-/- macrophages, and possibly other cell types, supports increased adiposity in response to a high fat diet.

**Fig 6:**
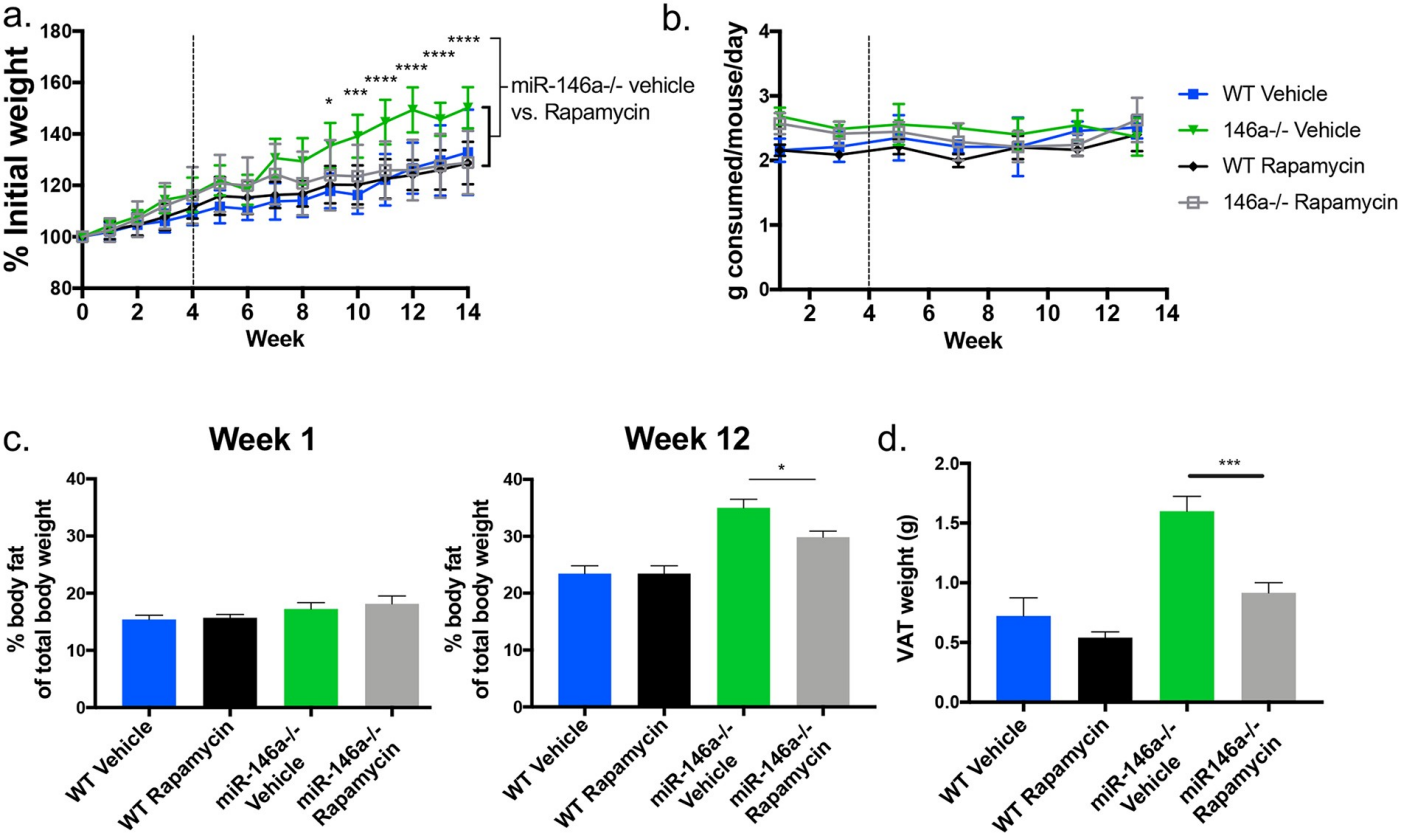
mTOR inhibition reduces the miR-146a HFD phenotype *in vivo*. (A) C57BL/6 WT and miR-146a-/- mice were placed on HFD for 4 weeks. After 4 weeks, mice were regularly injected with either rapamycin or vehicle control for the duration of the HFD. Shown is the measure of percent weight over time, based on initial weight. Significance levels are indicated for miR-146a-/- vehicle vs. rapamycin groups. (B) Amount of chow consumed per mouse per day over time of diet. (C) % fat of total body mass at week 1 and week 12 HFD. (D) Weight of WT and miR-146a-/- VAT after 14 weeks of HFD in rapamycin or vehicle groups (n = 8/group). p-values for (A) were calculated using RM-ANOVA, corrected for multiple comparisons using Tukey. p-values for (C-D) were calculated using a two-tailed Student’s t-test *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001.

## Discussion

Obesity is a global problem, with an estimated 600 million individuals affected worldwide [29]. Understanding its pathogenesis is crucial for developing therapies and finding a cure. Our study demonstrates a physiologically relevant role for miR-146a in this context, where miR-146a is required for protection from obesity and metabolic disease during HFD and loss of miR-146a causes underlying inflammation that acts as a predisposing factor for DIO. This underlying inflammation, however, does not trigger metabolic disease on its own in our model. Although we cannot rule out a possible role for miR-146a in regulating certain aspects of metabolism in the presence of a normal diet, most metabolic phenotypes analyzed in this study only showed robust differences in the context of HFD. Thus, the combination of a miR-146a deficiency together with HFD triggers the onset of obesity and metabolic disease. This is likely caused by pro-inflammatory adipokines expressed during caloric excess that act in concert with inflammatory pathways to signal a need for increased fat storage. Importantly, our results suggest that obesity onset can be driven by a combination of miRNA genetics and diet, a finding which could have clinical relevance.

miR-146a is highly expressed within the SVF of adipose tissue which is rich in leukocytes, suggesting a role for this miRNA within immune cells. Based on the miR-155 data presented above, we speculate that our miR-146a-/- mouse obesity and metabolic disease phenotype might be T cell-independent as our previous model revealed a T cell-intrinsic role for miR155 during age-dependent chronic inflammation or antitumor immunity upon loss of miR-146a [8, 10]. Rather, miR-146a has been shown in previous studies to be important within myeloid cells [7], and our findings suggest that ATMs are at least one cell type where this miRNA may act to protect against inflammation and DIO. However, other cell types also express miR-146a and could play a role, such as B or T lymphocytes or preadipocytes, which are also found in the SVF. miR-146a has been shown to function in each of these cell types in other contexts [8, 10–12], and future work utilizing conditional knockout animals to characterize the cell-specific roles of miR-146a will further contribute to our understanding of miR-146a’s role in obesity development and progression.

miR-146a is well-known for regulating genes that are part of the inflammatory response, which we have shown to be dysregulated during DIO; however, other regulatory functions of miR-146a are not well-studied and could be key to understanding its role in disease as well as its therapeutic potential. Here, we found that miR-146a regulates the metabolism of activated macrophages, a previously unrecognized function for miR-146a. We saw that activated miR-146a-/- macrophages undergo metabolic reprogramming characterized by decreased oxidative phosphorylation, and this phenotype could be rescued in miR-146-/- macrophages using a Traf6 peptide inhibitor and was the opposite in Traf6-deficient macrophages. In addition to decreased OCRs observed in miR-146a-/- macrophages, the glycolysis gene set was significantly enriched in our RNA sequencing data, and we saw increased expression of glycolysis genes by qPCR which could again be rescued with the Traf6 inhibitor. This suggests that miR-146a represses Traf6 not only to control inflammatory gene expression, but also to limit the switch from oxidative phosphorylation to glycolytic metabolism during inflammation [30, 31]. Our GSEA also indicated increased mTOR activation, which has been shown to regulate both oxidative phosphorylation and glycolysis [32]. Of significance, we found that blocking mTOR *in vivo* using rapamycin could reverse the increased adiposity observed in miR-146a-/- mice on HFD.

Although miR-146a has been shown to have many direct targets, we found Traf6 to be de-repressed in miR-146a-/- ATMs. There is evidence that Traf6 is involved in activating Akt and mTOR [33, 34] which may explain how these pathways are impacted by miR-146a. This may also be a more complex mechanism, as Traf6 itself localizes to the mitochondria during TLR activation, a process that is required for activation of inflammation and ROS production by macrophages [35]. Further work will be needed to understand the pathways and mechanisms through which miR-146a and Traf6 regulate macrophage metabolism during DIO.

Altogether, our results point to a physiologically relevant role for miR-146a in protecting against DIO. Recently, direct targeting of miRNAs has been shown to have therapeutic success in disease treatment [36], and miRNA mimics are currently being investigated for their therapeutic potential [37]. Human studies have shown that miR-146a expression is decreased in individuals with obesity and T2D [15, 16]. This observation, combined with our current study, suggests that utilizing miRNA mimics to enhance miR-146a levels may have therapeutic potential for treating obesity, diabetes, and other forms of metabolic inflammation and disease [15]. Overall, our study provides evidence that the combination of diet and miRNA genetics can have a substantial impact on obesity and diabetic phenotypes in mammals.

## Materials and methods

### Ethics statement

Experimental procedures were performed with the approval of the Institutional Animal Care and Use Committee (IACUC) of University of Utah, USA, approval number: 17–03006.

### Sample size

Group sizes of five to ten mice were used consistent with previous publications carrying out similar experiments.

### Rules for stopping data collection

Data collection was stopped according to previous studies, which measure DIO over the course of several months. Experiments were carried out beyond preliminary results from initial experiments, which showed that miR-146a-/- mice develop statistically significant weight changes and other metabolic differences after 5–6 weeks of HFD.

### Data inclusion/exclusion criteria

Data were included given that experiments were carried out accurately according to the design. Mice were excluded from studies if they showed signs of illness or dishevelment during experimentation; however, none of these issues were observed.

### Outliers

Outliers were removed according to the “identify outliers” tool on Graphpad Prism 7 software, in which data points at least two standard deviations from the mean are removed. Outliers removed in the study have been reported.

### Selection of endpoints

Endpoints for HFD were selected prospectively, in that data were collected from mice before treatment, during an early timepoint, and following induction of obesity. Diabetes and other metabolic measurements were taken following induction of DIO at later timepoints of disease.

### Replicates

HFD experiments were performed in female mice four times, each with at least five experimental replicates to account for biological variability. Additionally, experiments were performed in male mice to account for possible sex differences. Tissues were collected from mice for various downstream assays in three of the four experiments with females. *In vitro* studies were performed at least 2 independent times, or utilized cells from multiple mice per group.

### Research objectives

The purpose of this study was to determine the role of miR-146a during diet induced obesity, diabetes, and metabolic inflammation. Before experiments, we hypothesized that feeding miR-146a-/- mice HFD will result in increased obesity and diabetic phenotypes compared with WT controls because of miR-146a’s anti-inflammatory regulation of NF-kB, leading to increased inflammation within metabolic and immunologic tissues.

### Research subjects

Experiments were performed on C57BL6 miR-146a-/- and WT mice described previously [11]. Additionally, BMDMs derived from WT and miR-146a-/- mice and the macrophage cell line Raw264.7 were utilized for *in vitro* work.

### Experimental design

Studies performed were controlled laboratory experiments. WT and miR-146a-/- mice were fed NCD or HFD for up to 18 weeks and weighed throughout the experiment. Food consumption was measured each week. Body composition and other metabolic parameters were measured using NMR body composition analysis and CLAMS metabolic cages. Fasting blood glucose was measured by fasting mice for 6 hours and reading blood glucose levels. Glucose tolerance tests were performed by injecting mice with glucose and measuring blood glucose levels at timepoints over 120 minutes. After up to 18 weeks on HFD, mice were sacrificed and tissues collected. Measurements included RNA and protein quantification from liver and VAT. WT and miR-146a-/- BMDMs macrophages were cultured, stimulated with LPS, and collected for RNA and protein levels. Additionally, mito-stress Seahorse tests were performed on LPS-stimulated macrophages.

### Randomization

Mice were age and sex-matched between WT and miR-146a-/-. Mice were randomly selected from various breeder pairs, and multiple experimental repeats were performed over the course of several years on both males and females to account for environmental differences. Mice were also purchased from Jackson Laboratories and HFD experiments repeated to account for possible varied animal facility environments.

### Blinding

HFD experiments were not conducted in a blinded manner, but data were analyzed to ensure there was a blinded assessment of outcomes. Of note, measurements such as weight gain are quantitative and therefore limit data collection bias. The investigators were aware which mice were WT and miR-146a-/- mice, as the animal facility requires genotypes to be posted on cages. Histological sections of tissue were scored blindly by a trained pathologist (Mary Bronner).

### Mice

All WT and miR-146a-/- mice were on a C57BL/6 background [11] and were bred and housed in a specific pathogen-free mouse facility at the University of Utah, USA. WT (strain 000664) and miR-146a-/- (strain 016239) mice were also purchased from Jackson Labs to ensure phenotypes were repeatable in mice exposed to different housing. Mouse experiments were performed in female and male mice starting at 6 weeks, with results showing representative data from female cohorts. Mice were euthanized using carbon dioxide chambers at experimental endpoints.

### Cell culture

Cells from the RAW 264.7 murine macrophage cell line were cultured in DMEM complete media and kept at 37°C with 5% CO_2_. Cells were passaged every 2–3 days to maintain logarithmic growth.

### Primary culture

Bone marrow was isolated from WT or miR-146a-/- mice, RBC lysed, and plated in DMEM complete media with 20 ng/mL mouse MCSF (Biolegend). At 4 days of culture, fresh media containing MCSF was added to the cells. At day 7, cells were stimulated with 1 μg/mL LPS (Sigma) for 24 hours. At 24-hours, media was removed and cells were stimulated with a second hit of fresh media containing LPS for an additional 2–6 hours. For Traf6i experiments, cells were pre-incubated with 20 μM Traf6i for 1 hour prior to each LPS stimulation. Protein lysate or RNA was collected using Qiazol/miRNeasy kit (Qiagen) and Western or qRT-PCR was performed on these cells.

### Diet-induced obesity and metabolic analysis

Mice were placed on NCD (10% kcal fat; Research Diets D12450Bi) or HFD (45% kcal fat; Research Diets D12451i) starting at 4–6 weeks of age for 12 to 18 weeks. Mice were weighed weekly, and food consumption was tracked. Body composition, including body fat, lean mass, and fluid, was measured via TD-NMR using the Bruker Minispec Body Composition Analyzer. Energy expenditure, movement, VO_2_ max, VCO_2_ max, respiratory exchange ratio (RER), and food and drink consumption were measured using CLAMS metabolic cages, which was performed by the Metabolic Phenotyping Core. Serum was collected from mice treated with HFD for 0, 2 or 17 weeks and Leptin levels were measured via MAGPIX, using the mouse metabolic hormone panel (Millipore). For the rapamycin experiments, mice were placed on HFD for four weeks prior to administration of rapamycin, and then kept on HFD and intraperitoneally (i.p.) injected with rapamycin (LC Laboratories) three times per week for 10 weeks. Rapamycin was prepared in a solution of 100% ethanol, 10% PEG400, and 10% Tween80 and was injected at 4 mg/kg based on body weight.

### Glucose and insulin analysis

For glucose tolerance tests (GTT), mice were fasted for 6 hours prior to experimentation. 100 mg/mL of D-(+)-Glucose (Sigma) was prepared for intraperitoneal injection into mice and administered at 1mg/g based on body weight. Blood glucose levels were measured at timepoints 0 (prior to injection), 5, 15, 30, 60, and 120 minutes following injection using a Bayer Contour glucometer. Blood for this experiment was taken via tail nicks. For insulin ELISA, serum was collected from 6-hour fasted mice, and insulin was measured using a mouse insulin ELISA kit (Crystal Chem). The homeostasis model of β-cell function (HOMA-B), the β-cell function index, was calculated using the formula: HOMA-B = [insulin (microunits per milliliter)20]/[glucose (millimoles per liter) − 3.5] and homeostasis model assessment insulin resistance index (HOMA-IR), the insulin resistance index, was calculated using the formula: HOMA-IR = [glucose (millimoles per liter)insulin (microunits per milliliter)/22.5]. Both HOMA-B and HOMA-IR were calculated using fasting values [38].

### Adipose and liver gene expression and protein analysis

Approximately 0.1 grams of VAT or liver was collected from mice. RNA was extracted from these tissues using miRNeasy kits (Qiagen), cDNA was made using qScript cDNA Synthesis Kit (Quanta), and GoTaq Master Mix (Promega); The LC480 (Roche) was used for qPCR to measure expression of various genes. Primer set sequences can be found in supplemental materials and methods. For Western blots, levels of phosphorylated IKBα (Cell Signaling), IKBα (Cell Signaling), Traf6 (Abcam), beta actin (Abcam), and GAPDH (Santa Cruz) were measured from whole VAT lysates or BMDMs from WT or miR-146a-/- mice.

### Adipocyte and stromal vascular fraction separation

Reproductive VAT pads were removed from mice, minced, and digested in buffer containing HBSS, Collagenase D (Roche), and Dispase (Worthington) for 1 hour at 37 degrees. Homogenates were placed on ice for 30 minutes then spun to separate adipocytes from SVF. Adipocytes, which float on the top, were considered the adipocyte fraction. Supernatant was then removed to obtain the pelleted SVF. RBC lysis buffer was added to the SVF, which was spun and washed. RNA was collected from the adipocyte and SVF fractions via Qiazol/miRNeasy Kit (Qiagen), and miR-146a levels were measured using miRCURY LNA RT PCR (Exiqon) and the mmu-miR-146a primer from Exiqon. Primer sequences for CD45 and Leptin can be found in supplemental materials and methods.

### RNA-seq using adipose tissue macrophages

WT and miR-146a-/- mice were treated with NCD (Teklad 2920, Envigo) or HFD from 6 weeks of age (Research Diets D12451i) and were sacrificed at 20 weeks old. SVF pellets from three mice were combined to obtain sufficient cells for sorting and RNA collection for RNA-Seq that was performed as described above. Cells were stained with antibodies to CD45, CD11b, and F4/80, and live, singlet, CD45+ CD11b+ F4/80+ cells were sorted using a FACS Aria (BD). RNA was collected via Qiazol/RNeasy Kit (Qiagen). Library preparation used Illumina TruSeq Stranded RNA Kit with Ribo-Zero Gold and RNA-seq was performed using Illumina HiSeq 50 cycle single-read sequencing version 4. Sequence alignment was performed through the University of Utah Bioinformatics Core Facility and Geneset Enrichment Analysis (GSEA) and Ingenuity Pathway Analysis software were used to examine types of genes that were up or downregulated in miR-146a-/- macrophages. Predicted miR-146a targets were obtained via Targetscan for mmu-miR-146a-5p. The RNA-Seq data have been deposited into NCBI GEO under accession number GSE119703.

### lentiCRISPR infection

RAW 264.7 cells were infected with a lentiviral CRISPR construct containing a Traf6 guide RNA or an Empty Vector using the same system we have previously described [39]. The two Traf6 guide RNA constructs were: GGAGATCCAGGGCTACGATG and GATGGAACTGAGACATCTCG. For infection, the lentiCRISPR and packaging plasmids pVSVg and psPAX2 were transfected into 293T cells using Trans-IT to produce virus. The lentiCRISPR was then transduced into RAW 264.7 cells via spin infection for 90 minutes at 30 C. The day after spin infection, cells were selected with 3.75 ug/mL puromycin. Media plus puromycin was replaced every 3 days and cells split as needed. Cells were allowed to grow for 17 days before experimental use.

### Seahorse metabolic analysis

WT and miR-146a-/- BMDMs were cultured in DMEM and mMCSF for 7 days, then seeded into a 96-well Seahorse XF-96 plate. Cells were treated with LPS or media control and then incubated for 24 hours, followed by a second stimulation of LPS. For Traf6i experiment, cells were pre-incubated with 20 μM Traf6i or media control for 1 hour prior to each LPS stimulation. 1 hour after the second LPS stimulation, the Seahorse XF Mito Stress test was performed using a Seahorse XF-96 analyzer. Alternatively, Cultured RAW 264.7 cells were seeded into a 96-well Seahorse XF-96 plate and LPS-stimulated at 24 hours and 1 hour prior to the Seahorse experiment. This assay was performed by the Metabolic Phenotyping Core Facility at the University of Utah, USA. Concentrations of the following were added into the injection ports: 25 mM glucose (A), 1.5 μM oligomycin A (B), 1.5 μM FCCP + 1 mM sodium pyruvate (C), 2.5 μM antimycin A + 1.25 μM rotenone (D). Glucose and pyruvate-free assay media were used during the Seahorse assay, and cultured BMDMs or RAW 264.7 cells were washed with assay media before beginning the test.

### Quantification and statistical analysis

Graphpad Prism 7 software was used for graphing and statistical analysis of experimental data. Two-tailed Student’s T tests were used to calculate p-values. Quantitative data are displayed as mean +/− SEM. P-values are shown as indicated: *≤0.05, **≤0.01, ***≤0.001, ns p>0.05. For RNA-Sequencing, Ingenuity Pathway Analysis and Gene Set Enrichment Analysis were performed. FDR values are shown in GSEA plots, where FDR<0.25 is statistically significant.

## Supporting information

S1 Fig miR-146a is required to prevent weight gain and Leptin accumulation during HFD. (A) Each line shows average percent weight gain over time during an individual experimental repeat of young female WT (blue) and miR-146a-/- (red) mice on HFD. (B) Percent weight gain over time of WT and miR-146a-/- mice on NCD. (C) Body weight gain (in grams) over time of WT and miR-146a-/- mice on NCD. (D) TD-NMR body composition measurements showing percent body fat of WT and miR-146a-/- mice at 5, 8, and 12 weeks of NCD. (E) Leptin protein levels from serum of 6-hour fasted WT and miR-146a-/- mice at 2 and 17 weeks HFD. (F) Comparison of percent weight gain in male and female WT and miR-146a-/- mice on HFD for 11 weeks. (G-I) C57BL6/J (blue) and miR-146a-/- (green) mice purchased from Jackson Laboratories were placed on HFD and the following were measured: (G) percent weight gain, (H) body weight gain (in grams), and (I) food consumption measured both day and night at 0, 3 and 18 weeks HFD in metabolic chambers. p-values were calculated using two-tailed Student’s t-test. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001.
(TIF)

S2 Fig miR-146a and BAT weight and gene expression. (A-C) qRT-PCR expression data from BAT samples of young, untreated WT (blue) or miR-146a-/- (green) mice relative to L32 expression in (A) BAT activation genes, (B) Lipogenesis genes, and (C) inflammatory immune genes. (D) Weight (g) of BAT samples from WT or miR-146a-/- mice. (E) qRT-PCR expression of miR-146a relative to 5s in WT (blue) or miR-146a-/- (green) BAT samples. (F) qRT-PCR expression data from BAT samples of WT (blue) or miR-146a-/- (green) mice following HFD, relative to L32 expression for a number of BAT and inflammatory genes. Data are shown as mean ± SEM (n = 5). p-value was calculated using two-tailed Student’s t-test. *p<0.05; **p<0.01.
(TIF)

S3 Fig miR-146a protects against high blood glucose levels during diet-induced obesity but does not alter pancreatic architecture. (A) WT and miR-146a-/- mice on NCD or HFD were injected with glucose at 0 minutes and blood glucose levels were measured over time for 120 minutes. (B) Blood glucose of 6-hour fasted WT and miR-146a-/- mice on NCD or HFD. (C) H&E staining of representative sections of pancreas at week 14 of diet treatment. Data are shown as mean±SEM or as individual mice; p-value was calculated using two-tailed Student’s t-test. *p<0.05; **p<0.01.
(TIF)

S4 Fig Increased weight gain by miR-146a-/- mice during DIO is not dependent upon miR-155. (A) Percent weight gain over time of diet in WT, miR-155-/-, miR-146a-/-, and DKO mice on HFD. (B) Body weight (in grams) of WT, miR-155-/-, miR-146a-/-, and DKO mice over time of diet. (C) Blood glucose levels of WT, miR-155-/-, miR-146a-/-, and DKO mice following a six-hour fast, at 15 weeks HFD. (D) Weight of reproductive, visceral fat pads harvested from WT, miR-155-/-, miR-146a-/-, and DKO mice following HFD. (E) TD-NMR body composition measurement showing percent body fat of WT, miR-155-/-, miR-146a-/- mice at week 14 HFD. (F) Percent lean mass of total body weight in WT, miR-155-/-, miR-146a-/-, and DKO mice at week 14 HFD. Data are shown as mean±SEM (n = 5); p-value was calculated using two-tailed Student’s t-test. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001.
(TIF)

S5 Fig GSEA of RNA-seq data from miR-146a-/- and WT mouse ATMs on NCD or HFD. (A) Percentages of live, singlet CD45^+^ cells positive for CD11b and F4/80 markers, collected from the SVF of VAT in WT and miR-146a-/- mice fed NCD or HFD. (B) Total number of live, singlet, CD45^+^ cells positive for CD11b and F4/80 markers, collected from the SVF of VAT in WT and miR-146a-/- mice fed NCD or HFD. (C) Percentage of live, singlet CD45+ cells and percentage of CD45+ B (B220+) and T (CD3e+) cells, from the SVF of VAT in WT and miR-146a-/- mice fed HFD. (D) Gene Sets significantly upregulated in miR-146a-/- HFD mice compared with WT, according to GSEA. (E) Gene sets significantly upregulated in miR-146a-/- NCD mice compared with WT, according to GSEA. NES = normalized enrichment score; FDR = false discovery rate, where FDR<0.25 is statistically significant. For a and b, p-values were calculated using two-tailed Student’s t-test. *p<0.05; ns = not significant.
(TIF)

S1 Table Materials table listing all materials used in this publication.

S2 Table Underlying numeric data.

How the deposited data were processed for this re-analysis (not part of the article)

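The analysis started from the authors' processed table of gene expression. Its values are FPKM as deposited, divided by the authors by the gene length given in the table and by the reads counted to genes in the library, with no further scaling between libraries; this was read from the values, since multiplying back gave whole numbers of reads for all 184716 of them. The submitters' notes name mm10, Novoalign and DESeq2 without saying what each tool was used for and without versions. Each of the 12 libraries was assigned to its genotype and diet from the sample labels.

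Expression was analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean trend and a robust estimate through statmod 1.5.0), on genes with a mean of at least 1 FPKM over all libraries, with a mean for each group. The comparisons were miR-146a-/- against WT on NCD and on HFD, the difference between these effects, and HFD against NCD in each genotype. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01, and also with an estimated correlation, with fry and with fgsea 1.28.0 (seed 1). The members of the lists were written from general knowledge of each pathway, since the members of the paper's gene sets were not given, so the lists are not the sets that the paper tested.

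The genes named are those of the paper's Fig 4g to 4i and Fig 5a, whose values in the paper had been seen, the miR-146a locus, the 8 higher and 8 lower genes with the largest fold change per comparison among genes that passed the threshold and whose groups did not overlap, leaving out unnamed gene models, up to 4 members of each list with the smallest adjusted p, and up to 3 markers of each cell type with the highest mean FPKM. Some genes that this rule names are not reported here.

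Relative expression was the FPKM over the mean of the WT libraries on the same diet, with exact permutation tests. Sites for the miR-146a-5p seed were searched in annotated 3' UTRs, and the log2 fold changes of genes with and without a site were compared by 100000 permutations (seed 146). Clustering used Euclidean distances with average and complete linkage and an exact test over all divisions of the libraries into the groups.

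Alternatives were a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, median-ratio scaling, quantile normalization, a fit of only the groups compared, array quality weights, no trend and no robust estimate, the replicate number as a block, each library left out in turn, a fold change of at least 1.5, the other list tests, and lists without the genes of the paper's figures. Limma voom on the recovered reads, the neutrophil score as a covariate, and lists without neutrophil marker genes were added after the data were seen. Numbers were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and figures drawn with matplotlib 3.10.9.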

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

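All tests of technical explanations in this part, the other divisions of the libraries included, were chosen only after the result was seen, and so was the rule that ties 9 markers to RNA of neutrophils, the bound on their ratio, and the reading of replicate 1 for TNF signaling.

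Neutrophil markers, which the paper does not analyse, were higher in miR-146a-/- ATMs on NCD (adjusted p = 1.9e-08 from camera; 0.41 with an estimated correlation) and on HFD (8.6e-09; 0.53 with an estimated correlation). One library alone is excluded as the source on HFD, since without miR-146a-/- HFD replicate 1 the adjusted p was 1.8e-13. RNA of neutrophils of the make-up seen in replicate 1 is excluded as the source in replicates 2 and 3, since the excess of the markers in these replicates, as a share of that in replicate 1, differed 12-fold between markers. RNA of neutrophils among the sorted cells may be the source, and 9 of 14 markers were higher in every miR-146a-/- library than in every WT library on both diets, while Csf3r, Cxcr2, Mmp9, Elane and Mpo, named after their values were seen, were not, but these values cannot tell it from the same transcripts made by the sorted macrophages; S100a9 was at 26.3 FPKM in WT HFD libraries and at 9190, 252 and 243 in the miR-146a-/- HFD libraries. The gate on F4/80 should remove neutrophils, and a change of neutrophil numbers in the tissue with genotype was not tested.

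TNF signaling had a genotype effect that differed between the diets (adjusted p = 5.7e-06, higher on HFD; 0.31 with an estimated correlation). RNA of neutrophils in replicates 2 and 3 stays open. Scaled from replicate 1, it predicted a median of 0.022 of the excess observed over the 137 members above WT. The make-up of replicate 1 did not hold in these replicates, so this prediction excludes nothing. With the neutrophil score as a covariate the list on HFD kept its call (adjusted p = 1.3e-14 from camera, over a range of 2.1e-17 to 0.25 for its alternatives). Replicate 1 dominates that score, which differs between the genotypes by itself, so this fit cannot decide the question. In replicate 1 the list score was -0.18 against the mean of replicates 2 and 3, although that library had the highest neutrophil markers, and dilution of macrophage RNA by other RNA was not examined. Without the stress genes the list had an adjusted p of 1.4e-10 from camera on HFD, so the listed stress genes alone do not carry the call. This cannot exclude dissociation stress, since a response of the remaining genes to dissociation was not examined. An effect of miR-146a on this pathway in ATMs on HFD stays open beside these explanations.

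Genes that changed with genotype on both diets numbered 10, where 0.094 would be shared if the lists of the diets were independent: 9930111J21Rik2, Camp, Ide, Pdlim4, Pydc3, Rps3a1, Selenbp2, Tpm3, Tpm3-rs7 and Wdfy1, of which those not covered by the rule for naming genes were chosen after their values were seen. Reads divided between the near-identical copies Tpm3 and Tpm3-rs7 may explain these 2 genes, since the log2 ratio of their summed reads was at most 0.13. Donor strain DNA around the deleted locus may explain 9930111J21Rik2 and Pdlim4, as 2 of the 10 lie within 20 Mb of it on chromosome 11 (one-sided Fisher's exact p = 0.017), as do 3 of the 15 genes changed on NCD (p = 0.0032) and 8 of the 76 changed on HFD (p = 0.00016), among them Timd4, Gpx3, Rapgef6, Slc22a4 and Tgtp2. The other 8 genes lie elsewhere, so they are not themselves within this stretch of DNA. An effect of donor DNA near the locus on distant genes was not tested, nor was donor DNA at other places of the genome. A stable effect of the genotype on these genes stays open and untested.

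Lipid-associated macrophage genes were higher (adjusted p = 1.6e-09; 0.081 with an estimated correlation) and resident and alternatively activated macrophage genes lower (6.2e-08; 0.25) in miR-146a-/- ATMs on HFD, lists that the paper does not analyse.

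The genotype effect differed between the diets for further lists, each with the adjusted p of the difference from camera and the value with an estimated correlation. It was higher on HFD than on NCD for the inflammatory response (0.02; 0.31), PI3K/AKT/mTOR signaling (0.019; 0.17), mTORC1 signaling (0.00093; 0.31), reactive oxygen species (0.0047; 0.12), glycolysis (0.0056; 0.39), hypoxia (0.00072; 0.12), IL6/JAK/STAT3 signaling (0.016; 0.3), oxidative phosphorylation (0.0056; 0.51), fatty acid oxidation and lipid handling (4.4e-05; 0.047), lipid-associated macrophage genes (2.2e-07; 0.06), cell cycle (0.019; 0.65), lysosome and autophagy (3.7e-05; 0.044), reported miR-146a targets (0.019; 0.12) and ribosomal protein genes (0.00074; 0.37). It was lower for the interferon gamma response (0.0014; 0.31), the interferon alpha response (1e-06; 0.12), cholesterol synthesis (0.021; 0.48) and resident and alternatively activated macrophage genes (5.5e-09; 0.26). Without miR-146a-/- HFD replicate 1 the difference did not pass for glycolysis (0.19), oxidative phosphorylation (0.27) and cholesterol synthesis (0.27).

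Other divisions of the libraries were run for each comparison, and 10 splits cannot give a share under 0.05. Changed genes numbered 15 on NCD (highest other split 2; 1 split as large), 76 on HFD (0; 1), 361 between the diets in WT (0; 1) and 92 in miR-146a-/- (1; 1). Lists numbered 9 on NCD (7; 1), 16 on HFD (17; 3), 12 between the diets in WT (12; 2) and 12 in miR-146a-/- (14; 2). Except on NCD, another division thus called at least as many lists at the preset correlation as the real groups did. List calls at that correlation do not by themselves show an effect of the groups. For the difference of the genotype effect between the diets, 0 genes passed with limma (1481 at an unadjusted p under 0.05; 0 with voom) and with a count of 0 all 100 splits are as large by construction (4 genes in the highest other), which says nothing about chance. For lists at the preset correlation 1 of 100 splits was as large, a share under 0.05, but the margin was 19 lists against 17 in the highest other, and 2 of the 19 passed with an estimated correlation, so this count is weak evidence against chance.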

How the results depend on the processing

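Against the main analysis, 727 values of the main results kept their direction and their side of the threshold, 39 were weaker, 9 stronger, 59 counts moved and 14 reversed; the cause was not tested unless stated. Genes at low expression are limited by depth, since 1 read in a gene of 2 kb is about 0.05 FPKM. Values are counts of genes, or adjusted p of lists.

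Counts of changed genes. With a fit of only the groups compared, which leaves fewer libraries to estimate the spread, 57 genes changed on NCD, 6 on HFD, 755 between the diets in WT and 2 in miR-146a-/-. With array quality weights the counts were 66, 594, 1588 and 706, with 42 for the difference of the genotype effect. With the neutrophil score as a covariate, chosen after the data were seen, they were 623, 128, 978 and 252, with 38 for the difference. On HFD, 48 changed with quantile normalization, 44 with no trend and no robust estimate and 31 with voom, also chosen after the data were seen. Between the diets, 229 changed in WT with a fold change of at least 1.5, and in miR-146a-/- 52 with a mean of at least 5 FPKM and 49 with voom. With the replicate block the counts were 15 on NCD, 95 on HFD, 0 for the difference, 336 in WT and 87 in miR-146a-/-. The replicate numbers do not pair the libraries, with a mean correlation of 0.027 for the same number and -0.014 for different numbers.

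Leaving out 1 library, which leaves fewer libraries. On NCD: 5 without WT NCD replicate 1, 7 without replicate 2 and 6 without replicate 3; 6, 7 and 5 without miR-146a-/- NCD replicates 1, 2 and 3; 7 without WT HFD replicate 2; 54 without miR-146a-/- HFD replicate 1. On HFD: 35, 35 and 18 without WT NCD replicates 1, 2 and 3; 35, 31 and 30 without the miR-146a-/- NCD replicates; 13, 12 and 29 without the WT HFD replicates; 113 without miR-146a-/- HFD replicate 1. For the difference: 1 without miR-146a-/- NCD replicate 2, 1 without WT HFD replicate 1 and 7 without miR-146a-/- HFD replicate 2. Between the diets in WT: 86, 185 and 103 without the WT NCD replicates, 106, 116 and 218 without the WT HFD replicates and 1185 without miR-146a-/- HFD replicate 1. In miR-146a-/-: 55 and 54 without WT NCD replicates 2 and 3, 23, 57 and 17 without the miR-146a-/- NCD replicates, 55 and 61 without WT HFD replicates 1 and 2 and 198 without miR-146a-/- HFD replicate 1.

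Lists with a library left out (lowest to highest). TNF signaling on NCD, 0.29 to 0.93, reversed without WT NCD replicate 2 (0.89) and 3 (0.6) and miR-146a-/- NCD replicate 1 (0.77) and 3 (0.86). Complement on NCD, 0.0072 to 0.25, lost without WT NCD replicate 2 (0.14) and 3 (0.11) and miR-146a-/- NCD replicate 1 (0.25). Inflammatory response on NCD, 0.045 (without miR-146a-/- HFD replicate 1) to 0.43. On HFD, mTORC1 signaling, 0.00016 to 0.055 (without WT HFD replicate 3); PI3K/AKT/mTOR, 0.014 to 0.051 (without miR-146a-/- HFD replicate 2); glycolysis, 0.00092 to 0.29 (without miR-146a-/- HFD replicate 1); interferon gamma, 0.19 to 0.71, reversed without WT HFD replicate 3 (0.32) and miR-146a-/- HFD replicate 1 (0.71); interferon alpha, 0.0048 to 0.41 (without WT HFD replicate 3; 0.063 without miR-146a-/- HFD replicate 1). The seed difference was 0.00363 to 0.0466 (without miR-146a-/- HFD replicate 1).

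Lists on NCD by setting. Complement: 0.1 with no filter, 0.077 without the neutrophil marker genes, 0.36 with an estimated correlation, 0.11 with fry. Interferon gamma and alpha: 0.24 and 0.23 with an estimated correlation, 0.11 and 0.075 with fry. Quantile normalization: inflammatory response 0.04, PI3K/AKT/mTOR reversed (0.91). Neutrophil score as a covariate: TNF signaling 0.013, mTORC1 0.0074, reactive oxygen species 0.0086, glycolysis 2.8e-06, hypoxia 0.032, complement 0.2, IL6/JAK/STAT3 reversed (0.22).

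Lists on HFD by setting. Estimated correlation: inflammatory response 0.12, TNF signaling 0.25, PI3K/AKT/mTOR 0.12, mTORC1 0.32, reactive oxygen species 0.12, glycolysis 0.42, hypoxia 0.12, interferon alpha 0.42, IL6/JAK/STAT3 0.12, complement 0.12. Fry: TNF signaling 0.11, mTORC1 0.2, glycolysis 0.34, interferon alpha 0.073. Fgsea: interferon gamma 0.009. Array quality weights: glycolysis 0.3, interferon alpha 0.4, interferon gamma reversed (0.32). Quantile normalization: PI3K/AKT/mTOR 0.054. Without the genes of the paper's figures: PI3K/AKT/mTOR 0.11, reactive oxygen species 0.47. Neutrophil score as a covariate: PI3K/AKT/mTOR 0.42, hypoxia 0.42, IL6/JAK/STAT3 0.35, and reversed for mTORC1 (0.97), reactive oxygen species (0.84), glycolysis (0.0063), interferon gamma (0.12) and interferon alpha (0.74). Lists whose genotype effect differed between the diets numbered 2 with an estimated correlation and 5 with fry, and the other lists called numbered 14 with a mean of at least 5 FPKM and 0 with an estimated correlation.

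With the neutrophil score as a covariate these log2 fold changes also reversed: Pdk1, miR-146a-/- against WT on HFD (-0.326); Slc2a1, miR-146a-/- against WT on HFD (-0.811); Slc7a11, miR-146a-/- against WT on HFD (-0.726); Itgb2, miR-146a-/- against WT on HFD (-0.499); Nod1, miR-146a-/- against WT on HFD (-0.471); Sla, miR-146a-/- against WT on HFD (-0.446); Nqo1, miR-146a-/- against WT on HFD (-0.0885); Gsr, miR-146a-/- against WT on HFD (-1.17); Ipcef1, miR-146a-/- against WT on HFD (-0.0549); Prdx6, miR-146a-/- against WT on HFD (-0.114). The score differs between the genotypes by itself, and miR-146a-/- HFD replicate 1 has its highest value.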

Differences from the paper's values

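No value of the paper that was set beside its counterpart differed by both more than the larger SD and more than 1.5-fold. The paper's relative values lay within 0.28% of those from median-ratio scaling. The Traf6 values of its Fig 5a were compared with reads divided by size factors and lay within 0.23% of them. The legend of that figure calls these values FPKM, but the deposited FPKM of Traf6 deviated from them by a median of 98.8%. The label and the values of Fig 5a thus do not match.

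The paper states that Traf6 was significantly higher in miR-146a-/- ATMs on HFD. Here the p from limma was 0.0016 unadjusted and 0.089 when adjusted over 12119 genes. The exact permutation p was 0.1, the smallest that 3 libraries against 3 allow, and each miR-146a-/- library stood above each WT library. For this figure the paper names a two-tailed Student's t-test and no adjustment over genes, so the thresholds are not alike. Traf6 passed with array quality weights (adjusted p = 0.0091) and, just under the threshold, without miR-146a-/- HFD replicate 1 (adjusted p = 0.05 when rounded).

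The paper states that libraries clustered by genotype and diet. In the tree with average linkage on FPKM as deposited 1 group formed a branch of its own, and 3 did with complete linkage. With average linkage 3 groups also did after median-ratio scaling, the scale that matched the paper's relative values. So did 3 with a mean of at least 5 FPKM, and 1 after quantile normalization. The branches thus depend on the processing, while the exact test over all divisions gave p = 6.49e-05, the smallest it can give.

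The paper states that the inflammatory response was higher in miR-146a-/- ATMs on NCD as well. Here the adjusted p was 0.18 from camera, on a list written for this work, and fgsea gave 0.067. These values do not pass the threshold used here, and both pass the more lenient threshold that the paper states for gene sets, in its direction. With the threshold used here the list passed with quantile normalization (0.04) and without miR-146a-/- HFD replicate 1 (0.045).

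The paper names interferon alpha among the gene sets that were higher in miR-146a-/- ATMs, in a sentence that cites a panel for each diet. Here the list was higher on NCD (adjusted p = 4.5e-08 from camera) and lower on HFD (adjusted p = 0.02). With an estimated correlation neither call held at the threshold used here (0.23 and 0.42). At the more lenient threshold that the paper states for gene sets, the value on NCD passes and that on HFD does not. The call on HFD was also lost without miR-146a-/- HFD replicate 1 (0.063) and without WT HFD replicate 3 (0.41).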

Other observations

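The test of 3' UTR length without miR-146a-/- HFD replicate 1 was chosen only after the result was seen.

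As a group, TNF signaling genes stood lower on HFD than on NCD in WT ATMs (adjusted p = 5.6e-07 from camera; 0.43 with an estimated correlation), with 3 genes higher, 17 lower and 156 not past the test; Il1b fell by 2.11 on the log2 scale (adjusted p = 0.0025) and Traf1 by 1.22 (adjusted p = 0.0044). In the same comparison ribosomal protein genes (1.4e-09; 0.43), histone genes (6.5e-05; 0.51), dendritic cell markers (8.3e-06; 0.3) monocyte markers (0.0039; 0.51), markers of smooth muscle cells and pericytes (0.026; 0.3), B cell markers (0.043; 0.6) and adipocyte markers (0.043; 0.61) stood lower too, and macrophage markers (0.012; 0.31) and erythroid markers (0.043; 0.6) higher. In miR-146a-/- ATMs the TNF signaling list did not pass between the diets (adjusted p = 0.87). In miR-146a-/- ATMs the list of lipid-associated macrophage genes stood higher on HFD than on NCD (adjusted p = 1.2e-14; 0.011 with an estimated correlation), with 27 of 30 genes above 0, 1 higher and 29 not past the test (16 higher when adjusted over the list alone), and so did the list of lysosome and autophagy genes (1.1e-09; 0.004), with 39 of 48 above 0 and none past the test (1 higher when adjusted over the list alone). In the same comparison markers of dendritic cells (2.3e-08; 0.13), NK cells (9.3e-06; 0.21), fibroblasts and preadipocytes (0.00011; 0.24), B cells (0.0002; 0.21) endothelial cells (0.0059; 0.21), smooth muscle cells and pericytes (0.0024; 0.13), adipocytes (0.006; 0.29), mesothelial cells (0.006; 0.21), eosinophils (0.006; 0.21) and T cells (0.011; 0.48), histone genes (2.1e-06; 0.45) and ribosomal protein genes (0.0061; 0.55) stood lower, and erythroid markers (0.0012; 0.21) and macrophage markers (0.014; 0.21) higher. Mast cell markers stood lower on HFD in WT (1.8e-10; 0.2) and in miR-146a-/- ATMs (9.6e-11; 0.13), with 6 of 8 lower in each.

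Genes with an 8mer for the miR-146a-5p seed have longer 3' UTRs, which could raise their log2 fold change. Averaged over 4 classes of 3' UTR length the difference on HFD was 0.0226, not below the pooled difference, but the pooled difference did not pass its own test, so this stays undecided, and the shortest class held 4 genes with an 8mer. Without miR-146a-/- HFD replicate 1 the pooled difference was 0.0466 and the averaged difference was 0.0299 (permutation p = 0.014). Of the 490 genes with an 8mer, 361 lie in the longest class, which spans 1674 to 122583 bases. Length still varies within that class, so longer 3' UTRs are not excluded there.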
